# Myeloid-like B cells boost emergency myelopoiesis through IL-10 production during infection

**DOI:** 10.1084/jem.20221221

**Published:** 2023-01-31

**Authors:** Masashi Kanayama, Yuta Izumi, Megumi Akiyama, Toyoki Hayashi, Koji Atarashi, Axel Roers, Taku Sato, Toshiaki Ohteki

## Abstract

Emergency myelopoiesis (EM) is a hematopoietic response against systemic infections that quickly supplies innate immune cells. As lymphopoiesis is strongly suppressed during EM, the role of lymphocytes in that process has not received much attention. Here, we found that myeloid-like B cells (M-B cells), which express myeloid markers, emerge in the bone marrow (BM) after the induction of EM. M-B cells were mainly derived from pre-B cells and preferentially expressed IL-10, which directly stimulates hematopoietic progenitors to enhance their survival and myeloid-biased differentiation. Indeed, lacking IL-10 in B cells, blocking IL-10 in the BM with a neutralizing antibody, and deleting the IL-10 receptor in hematopoietic progenitors significantly suppressed EM, which failed to clear microbes in a cecal ligation and puncture model. Thus, a distinct B cell subset generated during infection plays a pivotal role in boosting EM, which suggests the on-demand reinforcement of EM by adaptive immune cells.

## Introduction

The hematopoietic system constantly supplies both myeloid and lymphoid cells under steady-state conditions. However, upon infection, hematopoiesis is biased toward myelopoiesis to quickly counter invading pathogens, a process known as “emergency myelopoiesis” (EM; Chavakis et al., 2019; Manz and Boettcher, 2014). Although innate immune cells play crucial roles early in EM by phagocytosing the pathogens, releasing pro-inflammatory cytokines, and triggering adaptive immunity, the mechanism(s) regulating EM are not fully understood. Pattern-recognition receptors sense pathogen-associated molecular patterns and induce the production of proinflammatory cytokines, including TNF-α, IL-6, and IL-1β. Although these inflammatory factors induce EM (Boettcher et al., 2012; Chavakis et al., 2019; Chiba et al., 2018), they simultaneously cause cell death and tissue damage (Allan et al., 2005; Bedoui et al., 2020; Hagar et al., 2013; Kang and Kishimoto, 2021; Karki et al., 2021; Tang et al., 2019). Under such a complex environment, it is largely unknown how the hematopoietic system maintains its functional integrity to strategically respond to infections.

IL-10 is a representative anti-inflammatory cytokine, which also suppresses cell death and tissue injury (Couper et al., 2008). In addition, IL-10 plays a role in maintaining the self-renewal of hematopoietic stem cells during physiological hematopoiesis (Camacho et al., 2020). Bone marrow (BM)–resident regulatory T cells (Tregs) and plasma cells have been reported as IL-10 producers in naive and in BM-transplanted mice (Fujisaki et al., 2011; Meng et al., 2019). Regulatory B cells are characterized by the capacity to produce anti-inflammatory cytokines, such as IL-10, and coordinate the pathogenesis of multiple inflammatory disorders (Mauri, 2021; Ran et al., 2020). In addition, in infection-free mice, genetic overexpression of IL-10 in stromal cells indirectly stimulates T cells to produce IFN-γ, which acts on hematopoietic progenitors to induce myelopoiesis (Cardoso et al., 2021). Although these cells are possible IL-10 producers, the importance of IL-10 in the BM during infection-induced EM remains unknown. In this context, the roles of IL-10 in the host defense against infections have been reported. IL-10–mediated signaling prevents antimicrobial immunity and the clearance of pathogens (Bermudez and Champsi, 1993; Brooks et al., 2006; Ejrnaes et al., 2006; Kessler et al., 2017; Murray and Young, 1999). IL-10 protects the host from infection-induced excessive inflammation and tissue injury (Gaddi et al., 2012; Gazzinelli et al., 1996; Li et al., 1999). However, as the number of lymphocytes in the BM is dramatically decreased during EM due to the suppression of lymphopoiesis and their mobilization to the periphery (Cain et al., 2009; Glatman Zaretsky et al., 2014; Kanayama et al., 2020), the role of lymphocytes in the induction of EM has never been noticed or tested.

In this study, we found the appearance of unique B cells that express myeloid markers, such as CD11b, F4/80, and Ly6C, and myeloid cell–related genes in the BM of mice early after LPS injection (termed myeloid-like B cells [M-B cells]). M-B cells are phenotypically distinct from other CD11b^+^ B cell subsets such as B1 cells, age-associated B cells (ABCs), and CD11b^+^ pro-B cells (Audzevich et al., 2017), and are preferentially supplied from the B cell precursors in the BM. Importantly, M-B cells are the major source of IL-10 in the BM after LPS treatment. Through the production of IL-10, M-B cells significantly boost EM by protecting hematopoietic progenitors from apoptosis and driving their myeloid-biased hematopoiesis, promoting the clearance of microbes in a cecal ligation and puncture (CLP) model. Collectively, M-B cells, a unique subset of B lymphocytes, contribute to the EM-mediated host defense against infections through their prominent production of IL-10.

## Results

### Increase of CD11b-expressing B cells in the BM during EM

CD19^+^ B cells are abundant in the BM of naive mice (Fig. 1, a and b) and are composed of B220^hi^IgM^+^ mature B cells, B220^lo^IgM^+^ immature B cells, and B220^lo^IgM^−^ B cell precursors. B220^lo^IgM^−^ B cell precursors are further subdivided into CD25^+^ pre-B and c-kit^+^ pro-B cells (Fig. S1 a). We examined the quantitative alteration of CD19^+^ B cells in the BM during EM. To mimic an infection, we intraperitoneally injected LPS into C57BL/6J (WT) mice and found that the CD19^+^ B cell population was greatly reduced in the BM within 2 d after the injection (Fig. 1 a). On the contrary, the number of cells expressing CD11b, a pan-myeloid marker, and β2 integrin, which forms a heterodimer with CD11b, increased in the CD19^+^ B cell population (Fig. 1, b–d; and Fig. S1 b). A similar phenomenon was observed in the CLP model, a standard model for polymicrobial sepsis (Fig. S1, c and d). As the majority of the CD19^+^ B cell population was B220^hi^IgM^+^ mature B cells in the BM 48 h after LPS injection (Fig. 1, e and f), we isolated CD11b^+^ and CD11b^−^ cells from the mature B cell fraction at that time point and confirmed that CD11b^+^ B cells were morphologically lymphocytes, i.e., small cells with a higher nuclear-cytoplasmic ratio, although the nuclear size of CD11b^+^ B cells was slightly larger than that of CD11b^−^ B cells (Fig. 1 g).

**Figure 1.**
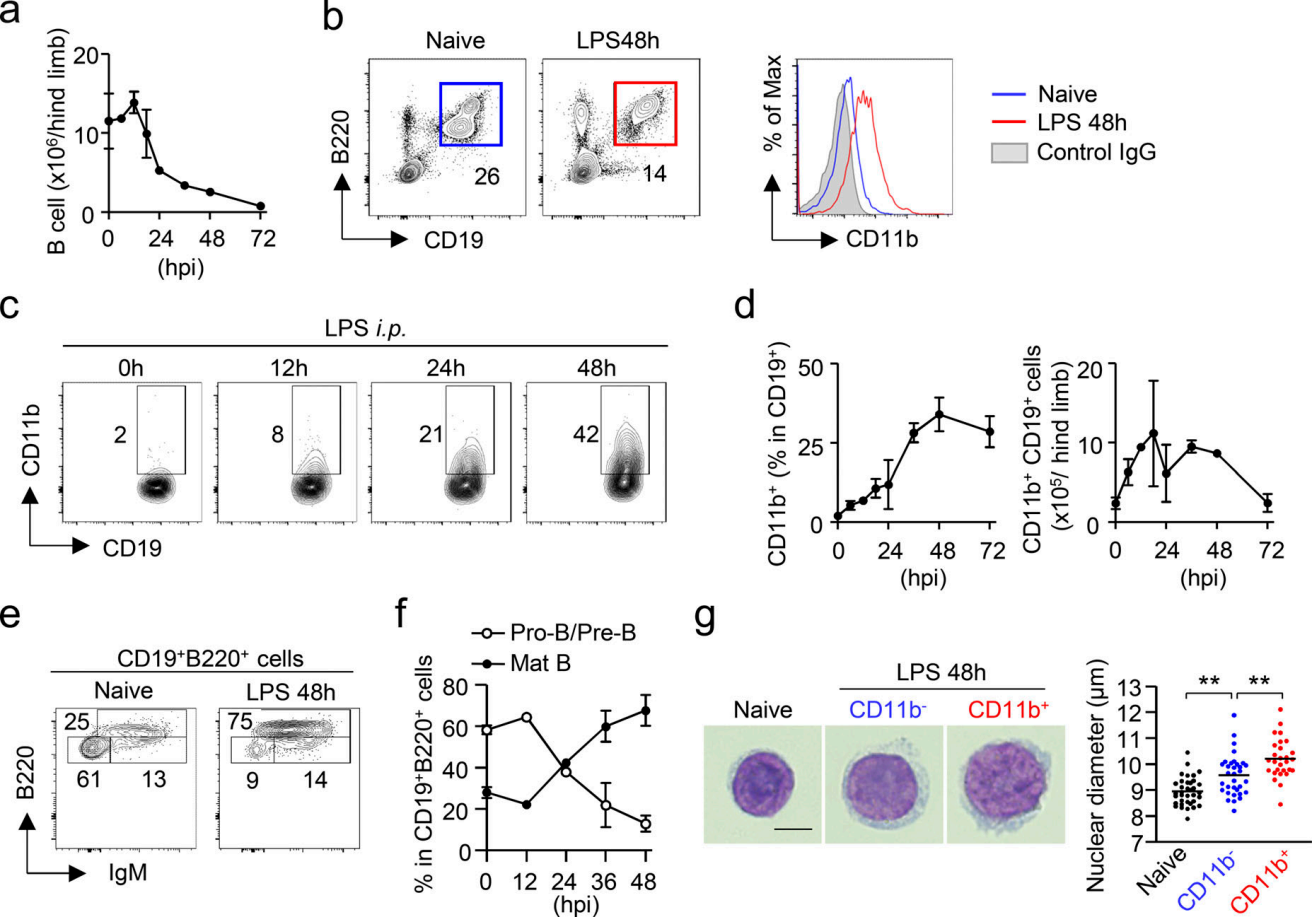
**CD11b-expressing B cells are increased in the BM during EM. (a)** Kinetic analysis of B cell numbers in the hind limb within 72 h after LPS injection (5 mg/kg). *n* = 3 for each time point. **(b)** Expression of CD11b on CD19^+^B220^+^ B cells in the BM before and 48 h after LPS treatment. **(c and d)** Frequencies and numbers of CD11b^+^ cells and CD19^+^ B cells in the BM after LPS treatment. Representative FCM plots are shown in panel c. *n* = 3 for each time point. **(e and f)** Kinetic analysis of mature B cells (CD19^+^B220^hi^IgM^+^) and pre B/pro B cells (CD19^+^B220^low^IgM^−^) in the BM before and after LPS treatment. Representative FCM plots for naive and 48 h after LPS treatment are shown in panel e. *n* = 3 per time point in each group. **(g)** Cytological images of mature B cells. CD19^+^B220^hi^IgM^+^ cells were obtained from the BM of naive mice, and CD11b^−^CD19^+^B220^hi^IgM^+^ and CD11b^−^CD19^+^B220^hi^IgM^+^ cells were obtained from the BM 48 h after LPS treatment. Cells were stained using Diff Quik. Diameters of nuclei for each population are shown in the right panel. *n* = 36 for naive, *n* = 33 for CD11b^−^ B cells, *n* = 28 for CD11b^+^ B cells. ** P < 0.01 (one-way ANOVA). Data are representative of two (a–d and g) or three (e and f) independent experiments (error bars, SD [a, d, and f]).

**Figure S1.**
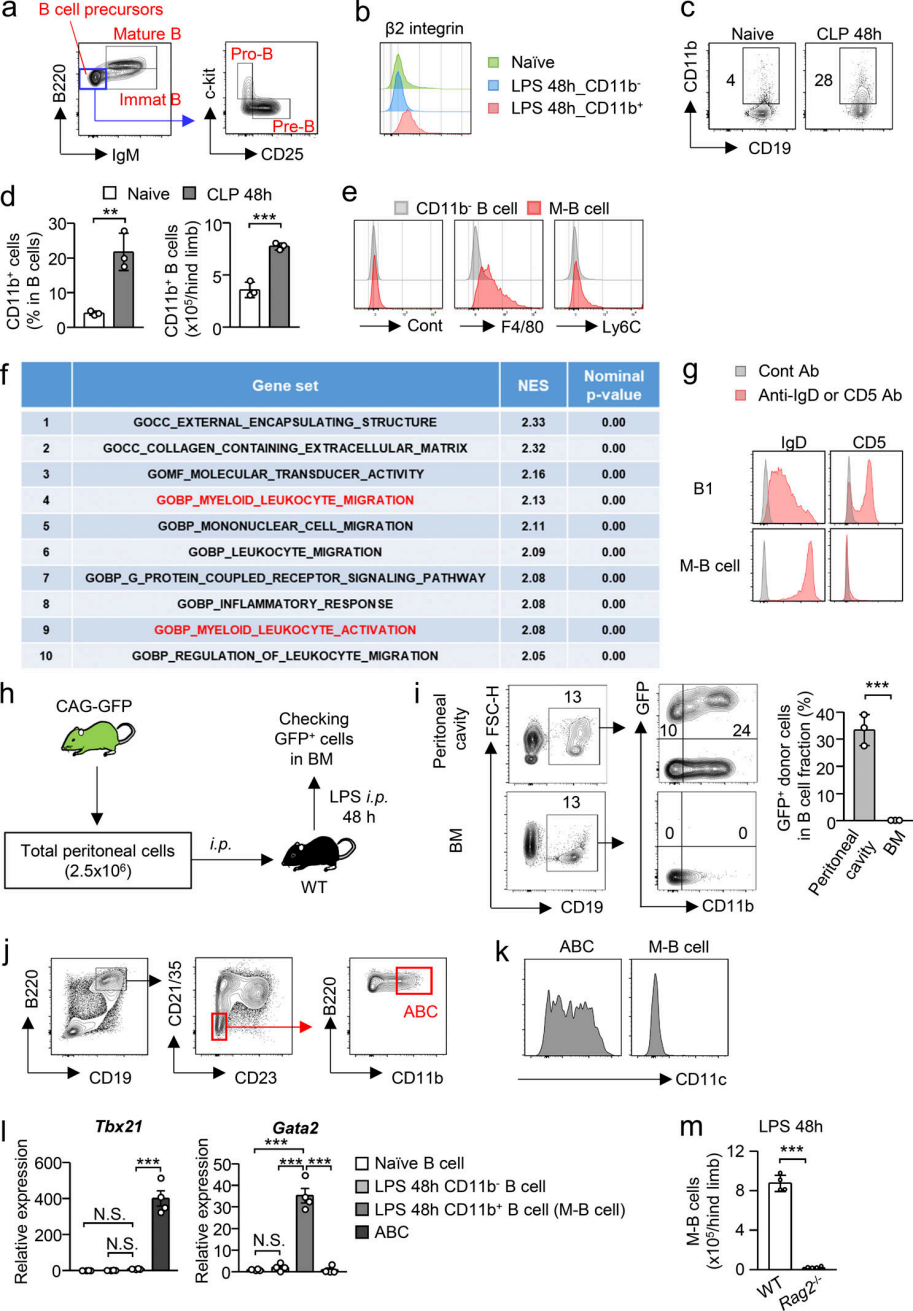
**M-B cells are distinct from other CD11b**^**+**^ **B cell subsets. (a)** Gating strategy of B cell lineages in the BM of naive WT C57BL/6 mice. **(b)** Expression of β2 integrin on B cells (CD19^+^B220^+^) obtained from the BM of naive WT mice and CD11b^−^ or CD11b^+^ B cells obtained from the BM of WT mice treated with LPS. **(c and d)** Expression of CD11b on B cells 48 h after CLP induction. Representative FCM plots are shown in panel c. Frequency and number of CD11b^+^ B cells are shown in panel d. *n* = 3 per group. **(e)** Expression of F4/80 and Ly6C on CD11b^−^ and CD11b^+^ B cells (M-B cells) obtained from the BM 48 h after CLP induction. **(f)** GSEA using RNA-sequencing data (FPKM+1, P < 0.05) with 1,572 ontology gene sets was performed and the top 10 gene sets are shown. Myeloid-related gene sets were shown in red. **(g)** Expression of IgD and CD5 on B1 in peritoneal cavity of naive mice and M-B cells. B1 cells were obtained from the peritoneal cavity of naive WT mice. **(h and i)** Tracing of peritoneal B1 cells in the BM after LPS treatment. EGFP-expressing peritoneal cells were transferred to the peritoneal cavity of WT recipient mice and migration of the cells to the BM was examined 48 h after LPS treatment. The experimental strategy is shown in panel h. *n* = 3 per group. **(j and k)** Phenotypical characterization of ABCs obtained from the spleen of 1.5-yr-old WT mice. Staining strategy to identify ABCs is shown in panel i and the expression of CD11c on ABCs obtained from aged mice and M-B cells obtained from the BM after LPS treatment is shown in panel k. **(l)** Expression of *Tbx21* and *Gata2* in ABCs, total B cells obtained from the BM of naive WT mice, CD11b^−^ and CD11b^+^ B cells (M-B cells) obtained from the BM of LPS-treated mice. Gene expression was evaluated by quantitative PCR. *n* = 4 per group. **(m)** Number of M-B cells in the BM of WT and *Rag2*^−/−^ mice 48 h after LPS treatment. *n* = 4 per group. N.S., not significant (P > 0.05), ** P < 0.01, *** P < 0.001 (Student’s *t* test [d, h, and l] or one-way ANOVA [l]). Data are representative of two independent experiments (a–g, i–k, and m) or from two independent experiments (l) (error bars, SD [d, i, and m] and SEM [l]). Symbols represent individual mice.

### CD11b^+^ B cells generated during sepsis express myeloid markers and genes

Screening of 255 cell surface molecules revealed that CD11b^+^ B cells expressed other myeloid markers, such as F4/80 and/or Ly6C, compared with CD11b^−^ B cells (Fig. 2 a and Fig. S1 e). RNA-sequencing analyses revealed that multiple genes characteristic of myeloid cells, such as *Itgam*, *Adgre1*, *Lyz2*, *Csf1r*, *Ccr2*, *Cebpa*, *Ngp*, *Ly6g*, and *Cd300e*, were upregulated in CD11b^+^ B cells compared with CD11b^−^ B cells, although the expression levels of most myeloid genes in CD11b^+^ B cells were lower than in macrophages (Fig. 2, b and c). In addition, we performed gene set enrichment analysis (GSEA) using RNA-sequencing data of CD11b^+^ and CD11b^−^ B cells from the BM of LPS-treated mice with cell type signature gene sets (Fig. 2d) and ontology gene sets (Fig. S1 f), and again confirmed that multiple myeloid cell–associated genes were enriched in CD11b^+^ B cells (Fig. 2 d and Fig. S1 f). 

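RNA was sequenced from CD11b+ and CD11b- B cells sorted from the BM 48 h after injection of LPS (5 mg/kg), a component of the bacterial cell wall, and from peritoneal macrophages (PMs, CD11b+F4/80+) sorted from the peritoneal cavity of naive mice. There were 3 libraries in each of the 3 groups. Before sorting, the authors depleted BM cells that carried markers of T cells, NK cells, granulocytes or erythroid cells. The libraries were made with a kit that amplifies full-length cDNA (SMART-seq HT) and sequenced as read pairs. The authors trimmed the reads, mapped them to GRCm38 with STAR and counted them on annotated genes with featureCounts. The counts were then divided by exon length and by the number of reads counted, scaled to FPKM. Their main table lists FPKM for 55322 genes in each library. A second table lists counts divided by a size factor per library for 11063 genes. Its name gives a p-value of 0.05 for these genes, without the test or the comparison behind it, so tests on this table are adjusted over genes that had been selected by a p-value. The gene positions in the tables mostly differ from those of GENCODE on GRCm38, and the annotation behind them is not known, so positions given here were taken by Ensembl identifier from GENCODE release M21, an annotation of GRCm38. Whether the counting used the strand is not given in the sources used here, so values of overlapping genes are uncertain.

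FPKM multiplied by exon length gave whole reads for 100% of the values above 0, within 0.05 of a read. The second table gave the same reads for its genes. The reads counted on genes were therefore known. They numbered 18014658, 29208721 and 20180280 in PMs (median 20180280), 33373775, 34895579 and 32056102 in CD11b- B cells (median 33373775), and 29371573, 26174718 and 35251215 in CD11b+ B cells (median 29371573). Between 17386 and 17526 genes had a read in PMs, between 21128 and 22882 in CD11b- B cells and between 23767 and 27321 in CD11b+ B cells. Immunoglobulin genes took 2.73 to 3.19% of the reads in CD11b- B cells and 3.06 to 5.03% in CD11b+ B cells. The gene with the largest share in any library was *Lyz2*, with 6.98% of the reads of PM replicate 3. A count of 0 allows up to 3 reads over the 3 libraries of a group. Such limits cover counting error only, since the kit adds no molecular identifiers.

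FPKM values were compared as log2(FPKM + 1), with the pseudocount that the paper used for its GSEA. The pseudocount understates the change of genes with low FPKM. Each comparison was fitted with limma (empirical Bayes with a trend, two-sided) on its own 6 libraries, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Genes with a mean FPKM under 0.05 over these libraries were left out, which left 21778 genes for CD11b+ against CD11b- B cells and 22102 for CD11b+ B cells against PMs. For single genes the difference in mean FPKM was also tested by an exact two-sided permutation test, which cannot go below p = 0.1 with 3 libraries against 3. The replicate numbers of the libraries did not enter the fit. This design, the marker lists and most of the alternatives were fixed before the data were examined. The values drawn in Fig. 2 c had been seen by then, and the minimum FPKM was set low to keep the low genes of that panel.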

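The 9 genes all had a higher mean FPKM in CD11b+ than in CD11b- B cells. For 8 of them, all except *Ccr2*, the 3 CD11b+ libraries lay above the 3 CD11b- libraries, a separation that chance gives in either direction to 10% of genes. *Lyz2* (ENSMUSG00000069516), which encodes lysozyme and has a close paralog, *Lyz1*, lies on chromosome 10 from 117277331 to 117282321. Its FPKM was 189 ± 108 (SD, n = 3) in CD11b+ B cells, 34.4 ± 6.78 in CD11b- B cells and 37724 ± 17484 in PMs. The log2 fold change between the B cell groups was 2.21 (standard error 0.48, adjusted p = 0.279 by limma). *Itgam* (ENSMUSG00000030786), which encodes CD11b itself, lies on chromosome 7 from 128062640 to 128118491 and overlaps *Gm49368*. It had an FPKM of 1.58 ± 0.311 in CD11b+ B cells, 0.507 ± 0.323 in CD11b- B cells and 288 ± 60.6 in PMs, with a log2 fold change of 0.79 between the B cell groups (standard error 0.25, adjusted p = 0.500). *Adgre1* (F4/80, ENSMUSG00000004730, chromosome 17 from 57358691 to 57483527) rose from 0.776 ± 0.634 to 2.94 ± 0.414, and stood at 273 ± 63.0 in PMs. *Csf1r* (ENSMUSG00000024621, chromosome 18 from 61100598 to 61132149, overlapping *Mir6983* and *Hmgxb3*) rose from 0.176 ± 0.0468 to 2.70 ± 1.18, a log2 fold change of 1.60 (standard error 0.30, adjusted p = 0.179), against 190 ± 26.0 in PMs. *Ccr2* (ENSMUSG00000049103, chromosome 9 from 124101950 to 124113557) had 8 reads over the CD11b- libraries, and its FPKM in the CD11b+ libraries was 0.549, 0.192 and 0.0126 (exact permutation test, p = 0.3). *Cebpa* (ENSMUSG00000034957, chromosome 7 from 35119293 to 35121928, overlapping *Gm45091*) had 5 reads over the CD11b- and 37 over the CD11b+ libraries.

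The neutrophil genes *Ngp* and *Ly6g* and the monocyte gene *Cd300e* differed from the others in their relation to PMs. *Ngp* (ENSMUSG00000032484, chromosome 9 from 110419747 to 110423012) had an FPKM of 135, 340 and 24.1 in the CD11b+ libraries against 0.355 ± 0.165 in CD11b- B cells and a mean of 0.357 in PMs. Its log2 fold change of 6.29 (standard error 0.80) was close to the threshold (adjusted p = 0.0563 by limma) and stayed between 5.44 and 7.32 with each library left out. *Ly6g* (ENSMUSG00000022582, chromosome 15 from 75155240 to 75159126) had an FPKM of 1.94 ± 0.589 in CD11b+ B cells, 5 reads over the CD11b- libraries and none in PMs, from which it was at least 41.0-fold higher (23.2-fold without PM replicate 2). *Cd300e* (ENSMUSG00000048498, chromosome 11 from 115051917 to 115062177) had an FPKM of 0.326, 1.23 and 3.06 in the CD11b+ libraries, 5 reads over the PM libraries and none in CD11b- B cells, from which it was at least 107-fold higher (54.2-fold without CD11b+ replicate 3, and 70.0-fold without CD11b- replicate 2). The floor in both cases was 3 reads over the group.

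Over all tested genes, limma called 0 of the 9 genes higher in CD11b+ than in CD11b- B cells, with adjusted p from 0.0563 to 0.725, and 7 at an unadjusted p under 0.05. The same 7, all except *Ccr2* and *Cebpa*, were past the threshold when adjusted over the list alone (adjusted p from 0.000442 to 0.147 by limma over all 9). The paper reports this list from these samples and does not state how it was chosen. That count can therefore not be taken as independent evidence. The alternative that moved the count most was a count model. On the whole reads of the second table, DESeq2, which the paper also used in another release, called 7 genes, all except *Itgam* and *Cebpa*, and edgeR called *Csf1r* and *Ngp*, with *Ccr2* and *Cebpa* under its filter. Without CD11b+ replicate 3, limma called 3 genes, *Lyz2*, *Csf1r* and *Ngp*. *Itgam* and *Cebpa* were past the threshold over all genes under no alternative.

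Against PMs, 6 of the 9 genes were called lower in CD11b+ B cells, and their means there were 0.501 to 1.67% of the PM means. These 6 calls were the same under every alternative run on this comparison. In CD11b- B cells the same genes also held a small share of the PM mean, from 0.0786% for *Ccr2* to 0.284% for *Adgre1*. *Ngp* (log2 fold change 6.30, adjusted p = 0.000856 by limma) and *Ly6g* (1.53, adjusted p = 0.00297) were called higher in CD11b+ B cells than in PMs. For *Cd300e* this difference did not pass the threshold (1.14, adjusted p = 0.0586 by limma), although it did under 11 of 21 alternatives. From these values and the heatmap, the paper states that genes characteristic of myeloid cells are upregulated in CD11b+ B cells, at levels that are lower for most of them than in macrophages.

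**Figure D1:**
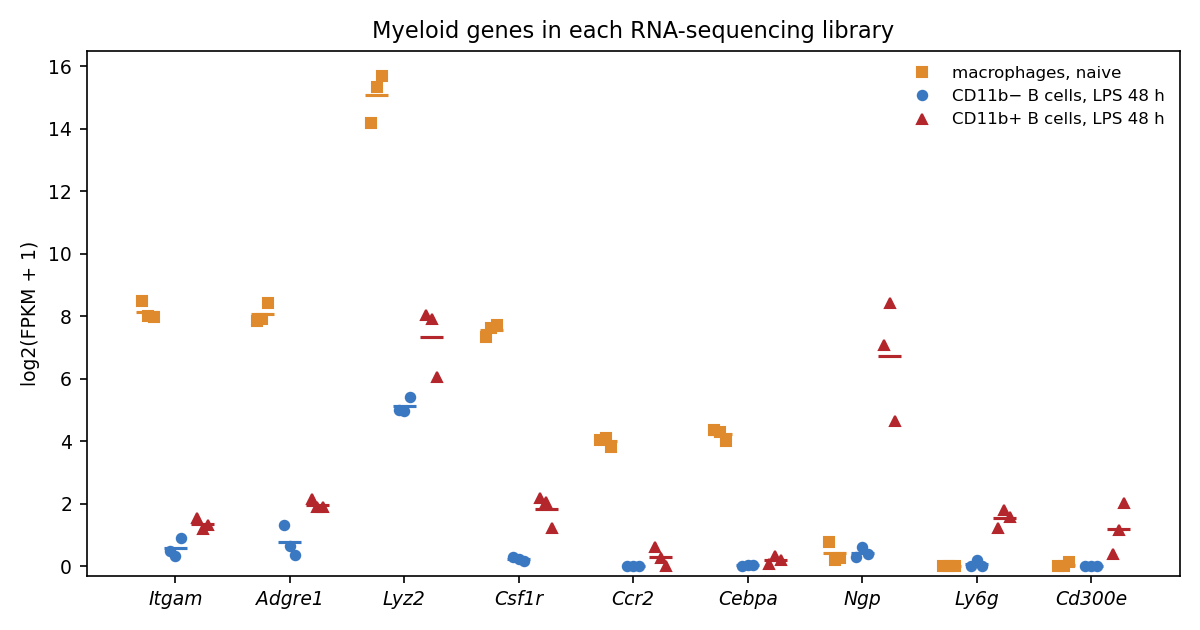
log2(FPKM + 1) of the 9 genes in each of the 9 libraries (vertical axis), with squares for PMs, circles for CD11b- B cells, triangles for CD11b+ B cells and a line at each group mean. *Lyz2* in CD11b+ B cells lies between the other two groups, and *Ngp* lies above PMs in all 3 CD11b+ libraries.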

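The gene sets of MSigDB were not used here. Instead, 23 fixed lists of marker genes were tested with camera, which asks whether the genes of a list moved more than the other genes, at a preset correlation of 0.01 between genes. Of these, 5 lists hold myeloid genes and 18 hold genes of other cell types or programmes, and p-values were adjusted over the 23 lists. The neutrophil list (16 genes of granules and surface markers) had a median log2 fold change of 2.54 between CD11b+ and CD11b- B cells, with 16 of 16 genes higher and 14 without overlap between the libraries (adjusted p = 5.53e-23 by camera in limma). None of these genes had a mean FPKM of 1 in CD11b- B cells. The genes *S100a9*, *S100a8* and *Retnlg* of this list were past the threshold on their own. The monocyte and macrophage list had a median log2 fold change of 1.04, with 17 of 18 genes higher and 14 without overlap (adjusted p = 1.94e-17). Chance gives such a separation, in either direction, to 10% of genes. Both lists stayed past the threshold with each library left out, with adjusted p of at most 1.09e-17 and 3.11e-13. The paper names 5 genes of the neutrophil list and 9 of the monocyte and macrophage list from these same libraries.

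The other 3 myeloid lists were also called higher. Of the 18 other lists, 7 were called higher and 2 lower in CD11b+ B cells. The B cell list was among the lower ones (median log2 fold change −0.17, 2 of 16 genes higher, adjusted p = 0.00147 by camera). The setting of the test that mattered most was the correlation between genes. With the correlation estimated from the libraries, 0 of the 23 lists passed, and the lowest adjusted p among the myeloid lists was 0.0693, for monocytes and macrophages. Another test, fry, keeps the correlation of the data. It asks whether a list changed at all and, unlike camera, does not compare it with the other genes. By fry 3 myeloid lists passed, neutrophil (adjusted p = 0.0233), monocyte and macrophage (0.00293) and activation (0.0233). So did 5 of the other lists upwards and the B cell list downwards. Over all alternatives the adjusted p ran from 6.11e-96 to 0.156 for the neutrophil list and from 5.22e-38 to 0.0693 for the monocyte and macrophage list.

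**Figure D2:**
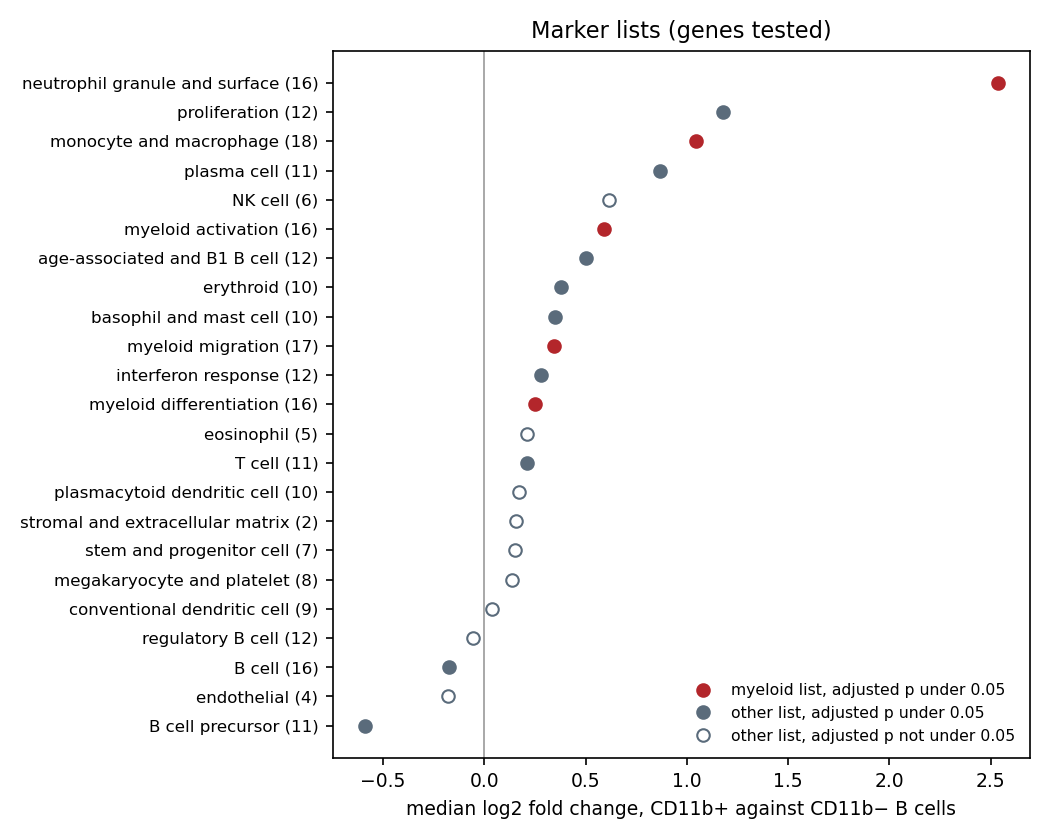
Median log2 fold change of each marker list in CD11b+ against CD11b- B cells (horizontal axis), with the number of genes tested in brackets. Filled circles mark lists with an adjusted p under 0.05 by camera, and the neutrophil list lies furthest to the right, at 2.54.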

Consistently, GSEA using RNA-sequencing data of CD11b^+^ and CD11b^−^ B cells from the BM of LPS-treated mice showed that the signature genes for myeloid cell activation, migration, differentiation, and function were significantly enriched in CD11b^+^ B cells (Fig. 2 e). 

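Myeloid activation, migration and differentiation were each tested with a marker list of their own. The activation list had a median log2 fold change of 0.59, with 12 of 16 genes higher (adjusted p = 4.25e-06 by camera). Of its genes *Fcer1g* rose most, by 4.02, while *Tlr2* and *Tlr4* were lower on average. The migration list had a median of 0.35, with 14 of 17 genes higher (adjusted p = 0.000184). The differentiation list had a median of 0.25, with 10 of 16 genes higher (adjusted p = 0.0151), and *Spi1*, *Irf8* and *Gfi1* were among the 6 that were lower. This list lost its call without CD11b- replicate 1 (adjusted p = 0.0543 by camera) and without CD11b+ replicate 2 (0.126), and over its alternatives the adjusted p ran from 2.97e-05 to 0.672. The activation and migration lists kept theirs with each library left out. Migration and differentiation did not pass under fry (adjusted p = 0.0904 and 0.0915).

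As the paper used ontology sets, 10 sets were also built from the Gene Ontology terms that the authors' table gives for each gene. They were defined after the columns of the table were seen and before any set was tested. For each, the mean log2 fold change of its genes was compared with that of the other genes by camera, adjusted over the 10 sets. Granulocyte migration was 0.44 higher (89 genes, adjusted p = 0.00687), myeloid leukocyte migration 0.31 higher (151 genes, adjusted p = 0.0126), inflammatory response 0.23 higher (219 genes, adjusted p = 0.0126), myeloid leukocyte activation 0.18 higher (150 genes, adjusted p = 0.0386) and collagen-containing extracellular matrix 0.15 higher (125 genes, adjusted p = 0.0185). B cell terms had a mean difference of −0.09 (231 genes, adjusted p = 0.0185). Innate immune response (adjusted p = 0.0865) and G protein-coupled receptor signaling (adjusted p = 0.0773) were higher without passing the threshold, and T cell terms (adjusted p = 0.786) did not pass it. For myeloid cell differentiation (206 genes, adjusted p = 0.786) camera ranked the genes slightly downwards although their mean difference was 0.03.

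Each of these 6 calls was lost without at least 1 library, and over all alternatives their adjusted p ran from 4.26e-09 (granulocyte migration) to 0.447 (myeloid leukocyte activation). Without CD11b+ replicate 2 none of the 6 passed, with adjusted p from 0.0507 for granulocyte migration to 0.173 for myeloid leukocyte activation. Without CD11b+ replicate 1, myeloid leukocyte migration (adjusted p = 0.0644), myeloid leukocyte activation (0.155) and extracellular matrix (0.0644) did not pass. Without CD11b- replicate 1, inflammatory response (0.0619), myeloid leukocyte activation (0.0905), extracellular matrix (0.0905) and B cell terms (0.0689) did not. Without CD11b- replicate 2, myeloid leukocyte activation (0.0850), extracellular matrix (0.143) and B cell terms (0.0593) did not. Without CD11b+ replicate 3, innate immune response passed (0.00843). Under fry only inflammatory response (0.0440) and G protein-coupled receptor signaling (0.0273) passed, and with an estimated correlation none did.

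The mouse Reactome set for the innate immune system in the fgsea package stood in for the set of that name in Fig. 2 e, of which 566 of 579 identifiers were matched (97.8%). The mean log2 fold change of its 427 tested genes was 0.0158 above that of the other genes, while camera in limma ranked them slightly downwards (adjusted p = 0.933, for 1 set). It was past the threshold under 0 of 27 alternatives, whose p ran from 0.0909 to 0.9992. The mean difference ran from −0.0986 to 0.252 over these alternatives. It went below 0 without CD11b+ replicate 1 (−0.00137) and without CD11b+ replicate 2 (−0.0119).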

Based on these findings, the myeloid marker-bearing B cells are hereafter referred to as M-B cells.

**Figure 2.**
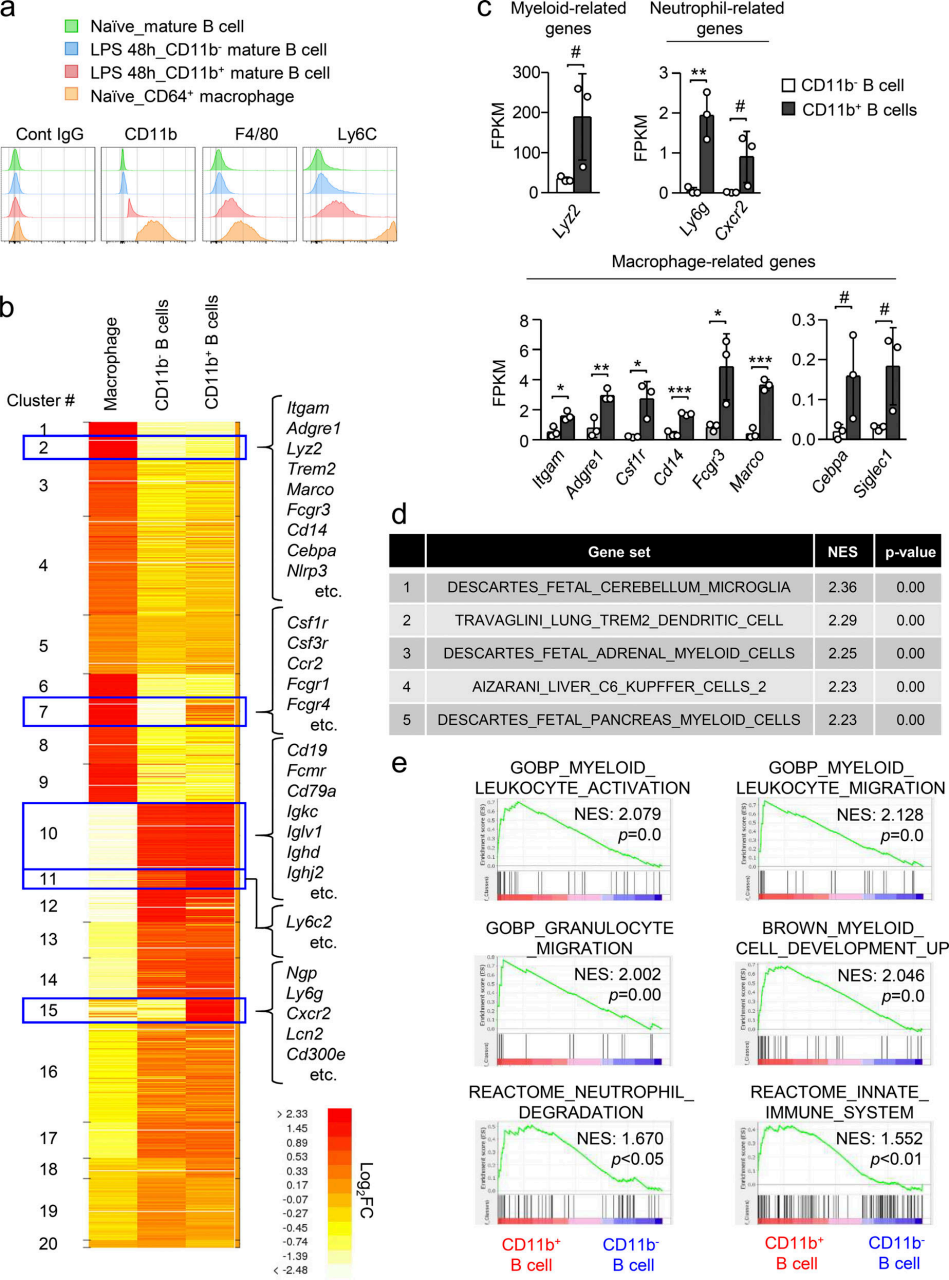
**CD11b**^**+**^ **B cells induced by sepsis express myeloid markers and genes. (a)** Expression of myeloid cell markers on the surface of mature B cells obtained from the BM before and 48 h after LPS treatment. **(b)** Heatmap of normalized count of RNA sequencing for CD11b^−^ B cells and CD11b^+^ B cells obtained from the BM 48 h after LPS treatment (5 mg/kg) and PMs (CD11b^+^F4/80^+^) obtained from naive mice. Data were shown as an average of three samples in each group. **(c)** FPKM values of myeloid-related genes. *n* = 3 each. **(d and e)** GSEA for RNA-sequencing data (FPKM+1, P < 0.05) of CD11b^−^ and CD11b^+^ B cells obtained from the BM 48 h after LPS treatment (5 mg/kg). Top five cell type signature gene sets enriched in CD11b^+^ B cells are shown in panel d and GSEA results for six gene sets that are related to myeloid activation, migration, function, and differentiation are shown in panel e. NES, normalized enrichment score. # P < 0.1, * P < 0.05, ** P < 0.01, *** P < 0.001 (*t* test [c]). Data are representative of two (b–e) or three (a) independent experiments (error bars, SD [c]).

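Over all genes, limma called 15 genes higher and 0 lower in CD11b+ than in CD11b- B cells. At an unadjusted p under 0.05 there were 1012 higher and 661 lower genes, which is 7.68% of those tested. The CD11b+ and CD11b- libraries did not overlap for 3255 genes (14.9%, against 10% by chance), and these include the 15. Of the 15 called genes, 11 changed more than 4-fold on the log2(FPKM + 1) scale, the fold limit that the paper set for its GO analysis. The count depended strongly on the test. The largest increase came with edgeR on all whole reads without a filter, an alternative chosen after seeing the data, with 416 genes higher and 155 lower. With its usual filter edgeR called 42 and 0, and DESeq2 called 328 and 64. Other settings lowered the count. With no filter on FPKM limma called 2 and 0, and with quantile normalization 9 and 0. Single libraries mattered as well. Without CD11b+ replicate 3, 40 genes were higher, and without CD11b+ replicate 1 or CD11b+ replicate 2, 5. Without CD11b- replicates 1, 2 and 3 in turn, 3, 4 and 7 genes were higher. *Fcer1g*, *S100a8* and *Retnlg* were called with each library left out.

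Among the called genes the 5 with the largest changes, none of which the paper names, were *S100a9*, *S100a8*, *Ighg2c*, *Fcer1g* and *Retnlg*. *S100a9* (ENSMUSG00000056071, chromosome 3 from 90692632 to 90695721) had an FPKM of 280 ± 241 (SD, n = 3) in CD11b+ and 0.653 ± 0.554 in CD11b- B cells, a log2 fold change of 7.04 (standard error 0.63, adjusted p = 0.0137 by limma). *S100a8* (ENSMUSG00000056054, chromosome 3 from 90668978 to 90670035) had 232 ± 176 and 0.852 ± 0.212, a log2 fold change of 6.69 (standard error 0.49, adjusted p = 0.00566). The constant region gene *Ighg2c* (ENSMUSG00000076612, chromosome 12 from 113285325 to 113288932), whose reads could be split with its paralogs, had 27.2 ± 11.3 and 0.450 ± 0.660, a log2 fold change of 4.28 (standard error 0.41, adjusted p = 0.0184). *Fcer1g* (ENSMUSG00000058715, chromosome 1 from 171229572 to 171234365) encodes the Fc receptor γ chain. It had 43.3 ± 9.51 and 1.71 ± 0.385, a log2 fold change of 4.02 (standard error 0.21, adjusted p = 0.00115). *Retnlg* (ENSMUSG00000022651, chromosome 16 from 48872621 to 48874496) had 14.2 ± 4.23 in CD11b+ B cells and 1 read over the CD11b- libraries, with a log2 fold change of 3.87 (adjusted p = 0.00560) that depends on the pseudocount. The ratio of its reads, scaled by depth, was 822 (exact 95% counting interval 147 to 32513). *Fcer1g* stood at 2.89% of its PM mean of 1499 FPKM, and the other 4 genes were higher than in PMs. The remaining calls were *Ly6a2*, *Clec4a3*, *Mir5618* (overlapping *Tmem123*), *S100a6*, *Anxa2*, *Cd300lf* (overlapping *Rab37*), *Ccl8*, *Wfdc17*, *Creld2* and *Sdf2l1*, with log2 fold changes from 3.43 down to 1.22.

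Between CD11b+ B cells and PMs, limma called 4760 genes higher and 1940 lower in the B cells. At an unadjusted p under 0.05 there were 6633 and 2464. The share of calls that were higher, 71.0%, depended on how the libraries were scaled. It was 53.3% with median-ratio scaling and 50.1% with quantile normalization, which moved the median log2 fold change of all genes from 0.25 to 0.12 and 0.06, and it was 50.8% with edgeR. Without CD11b+ replicate 2 the counts fell to 3152 and 1348. The largest increases over PMs were in *Vpreb3* (7.23), *Tnfrsf13c* (7.04), *Ighd* (6.86), *Igkc* (6.73) and *Fcer2a* (6.69). The largest decreases were in *Alox15* (−9.62, adjusted p = 3.60e-07 by limma), *Retnla* (−9.61), *Saa3* (−9.23), *Prg4* (−9.19, overlapping *Tpr*) and *Cxcl13* (−9.11). *Alox15* had a mean FPKM of 4282 in PMs, 3.70 in CD11b- and 4.48 in CD11b+ B cells. These 5 genes stood at 0.105 to 0.140% of the PM mean in CD11b+ and at 0.0736 to 0.0963% in CD11b- B cells.

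Of the 27 genes labelled in the heatmap, 20 are myeloid genes. All 20 had a higher mean FPKM in CD11b+ than in CD11b- B cells, 17 of them without overlap, a separation that 10% of genes show by chance. At an unadjusted p under 0.05 there were 16, and limma called 0 at an adjusted p, where *Trem2* and *Nlrp3* were below the minimum FPKM and not tested. On the reads of all genes edgeR called 3 of the 20 and DESeq2 16. Adjusted over the list alone, 14 of the 25 tested genes were past the threshold upwards and 1, *Fcmr*, downwards. The paper shows this list for these samples and does not state how it was chosen, so the count may not be independent. Among the 18 myeloid genes tested, the largest change after *Ngp* was in *Lcn2* (log2 fold change 3.63, adjusted p = 0.303 by limma), which 7 of 24 alternatives called (adjusted p from 4.75e-92 to 0.705). Against PMs, 14 of the 20 were called lower and 3 higher. The other 7 labelled genes are B cell genes, and all 7 were called higher in CD11b+ B cells than in PMs. Between the B cell groups 2 of the 7, *Igkc* and *Ighj2*, had a higher mean in CD11b+ B cells. *Fcmr* had a mean FPKM of 343 in CD11b+ and 535 in CD11b- B cells (log2 fold change −0.66, adjusted p = 0.460). The authors' deposited table sorts its genes into 20 clusters, which are not those drawn in Fig. 2 b. *Csf1r* and *Ccr2* share a cluster in the figure and are in different clusters of the table. In the table *Lyz2*, *Adgre1*, *Csf1r*, *Trem2*, *Fcgr3* and *Cd14* are in a cluster of 204 genes, *Itgam*, *Cebpa*, *Marco* and *Nlrp3* in one of 174 genes, and *Ngp*, *Ly6g*, *Cxcr2* and *Lcn2* in one of 220 genes.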

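Fig. 2 c plots 11 genes, 6 of which the text also names. All 11 were higher in every CD11b+ library than in every CD11b- library, which chance gives in this or the opposite direction to 10% of genes. At an unadjusted p under 0.05 by limma there were 9. The paper tested this panel by t test and names no adjustment, so this is the count nearest to its threshold. Over all genes limma called 0 of the 11, edgeR on the reads of all genes called 1 (*Csf1r*) and DESeq2 called 8, all except *Itgam*, *Cebpa* and *Siglec1*. Adjusted over the list alone, 9 were past the threshold, all except *Cebpa* and *Siglec1*. How the paper picked these genes is not stated, and it plots them from these samples, so the count may not be independent.

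The other 5 genes were *Marco*, *Fcgr3*, *Cd14*, *Cxcr2* and *Siglec1*. The scavenger receptor gene *Marco* (ENSMUSG00000026390, chromosome 1 from 120474538 to 120505024) had an FPKM of 3.64 ± 0.369 (SD, n = 3) in CD11b+ B cells, 0.402 ± 0.342 in CD11b- B cells and a mean of 331 in PMs. Its log2 fold change between the B cell groups was 1.75 (standard error 0.26, adjusted p = 0.0922 by limma). *Fcgr3* (ENSMUSG00000059498, chromosome 1 from 171051174 to 171064935), which overlaps *mmu-mir-6546* and has paralogs nearby, had 4.86 ± 2.20 in CD11b+ and 0.820 ± 0.248 in CD11b- B cells and a mean of 647 in PMs. The log2 fold change was 1.61 (standard error 0.35, adjusted p = 0.267). *Cd14* (ENSMUSG00000051439, chromosome 18 from 36725067 to 36726798) had 1.69 ± 0.0823 and 0.361 ± 0.171, and 424 in PMs, with a log2 fold change of 0.99 (standard error 0.21, adjusted p = 0.263). *Cxcr2* (ENSMUSG00000026180, chromosome 1 from 74153989 to 74161246) had 0.898 ± 0.641 in CD11b+ B cells, 3 reads over the CD11b- libraries and a mean of 0.0954 in PMs. Its log2 fold change against CD11b- B cells was 0.85 (standard error 0.27, adjusted p = 0.511), a value that depends on the pseudocount. The ratio of its reads, scaled by depth, was 85.1 (exact 95% counting interval 28.8 to 416). *Siglec1* (ENSMUSG00000027322, chromosome 2 from 131069220 to 131086765) had 0.183 ± 0.0966 in CD11b+ B cells, 21 reads over the CD11b- libraries and a mean of 3.96 in PMs, with a log2 fold change of 0.20 (adjusted p = 0.698).

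Against PMs, 9 of the 11 genes were called lower in CD11b+ B cells, at 0.398% (*Cd14*) to 4.62% (*Siglec1*) of the PM mean. *Ly6g* was called higher. *Cxcr2* was higher on average than in PMs without passing the threshold (log2 fold change 0.73, adjusted p = 0.0981 by limma).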

B1 cells and ABCs are unique B cell subsets expressing CD11b. Although B1 cells are characterized by a lower expression level of IgD (Amendt et al., 2021), and a subpopulation of B1 cells (B1a) expresses CD5, most M-B cells express high levels of IgD and do not express CD5 (Fig. S1 g). We next collected cells from the peritoneal cavity of CAG (hybrid promoter consisting of CMV enhancer, chicken β-actin promoter, and rabbit β-globin intron)-EGFP mice, where B1 cells are abundant, and intraperitoneally injected the EGFP-expressing cells into WT mice. After LPS treatment, peritoneal B1 cells did not migrate to the BM, confirming that the M-B cells appear not to be B1 cells relocated from the peritoneal cavity (Fig. S1, h and i). ABCs were characterized as CD19^+^B220^+^CD21^−^CD23^−^CD11b^+^CD11c^+^ cells (Cancro, 2020; Fig. S1, j and k). However, M-B cells did not express CD11c (Fig. S1 k). In addition, M-B cells did not express *Tbx21*, which is preferentially expressed by ABCs (Cancro, 2020; Fig. S1 l). Instead, M-B cells expressed *Gata2* (Fig. S1 l). Furthermore, pro-B cells expressing CD11b have been reported as a precursor of peritoneal macrophages (PMs; Audzevich et al., 2017). In *Rag2*^*−/−*^ mice, pro-B cells and pro-B cell–derived PMs exist (Audzevich et al., 2017), whereas M-B cells were completely absent (Fig. S1 m), suggesting that they are distinct populations. Collectively, M-B cells appeared to be a unique subset of B cells, which are different from B1 cells, ABCs, and CD11b^+^ pro-B cells.

### M-B cells are mainly derived from B cell precursors in the BM

We next asked how M-B cells develop in the BM. After LPS treatment, the frequency of CD11b^+^ B cells significantly increased early in the BM but not in the blood, spleen, or peritoneal cavity (Fig. 3 a), suggesting that M-B cells are derived from B cell precursors that represent about half of CD19^+^B220^+^ cells in the BM of naive mice (Fig. 1, e and f; and Fig. 3 b). Upon LPS treatment, the number of B cell precursors dramatically decreased and the number of mature B cells conversely increased (Fig. 1, e and f), implying the immediate differentiation of B cell precursors into mature B cells. Indeed, pre-B cells that had been transplanted into the BM differentiated into mature B cells within 36 h after LPS treatment (Fig. S2, a and b). To identify the main source of M-B cells, mature, immature, pre-, or pro-B cells isolated from CD45.2^+^, WT mice were transplanted into the BM of CD45.1^+^ B6.SJL-ptprca (B6.SJL) mice, and CD11b expression by the donor-derived B cells was examined 48 h after PBS or LPS injection (Fig. 3, c and d; and Fig. S2 c). The expression of CD11b was low after PBS treatment of mice transplanted with any of the donor cells (Fig. 3, c and d). However, upon LPS treatment, CD11b-expressing M-B cells emerged at similar frequencies in each population of donor cell–derived B cells (Fig. 3, c and d), which suggests that M-B cells are derived from all stages of BM-B cell lineages after LPS treatment. We next examined the retention capacity of mature, immature, and pre-B cells after LPS treatment. A 1:1 mixture of pre-B cells from CD45.2^+^ WT mice and pre-B cells, immature B cells, or mature B cells from CD45.2^+^ CAG-EGFP mice was injected into the BM of CD45.1^+^ B6.SJL mice (intra BM injection, IBI), and the ratio of EGFP^+^ and WT donor cells in the BM was compared 20 h after LPS treatment (Fig. 3 e). As a control, a 1:1 mixture of EGFP^+^ pre-B cells and EGFP^−^ pre-B cells was equally retained in the BM after IBI and LPS treatment (Fig. 3, f and g). In contrast, the frequency of EGFP^+^ immature or mature B cells was dramatically decreased in the BM compared with EGFP^−^ pre-B cells (Fig. 3, f and g). In contrast, when EGFP^−^ pre-B cells and EGFP^+^ mature B cells were mixed at 1:1 and transplanted into CD45.1^+^ B6.SJL mice (Fig. S2, d and e), the frequency of EGFP^+^ mature B cells became significantly higher than that of EGFP^−^ pre-B cells in the spleen after LPS treatment (Fig. S2, f and g), which suggests that the capacity of pre-B cells to stay in the BM was much higher than mature and immature B cells after LPS treatment. Considering that immature and mature B cells rapidly leave the BM after LPS administration, B cell precursors containing pre- and pro-B cells seem to be a major source of M-B cells in the BM.

**Figure 3.**
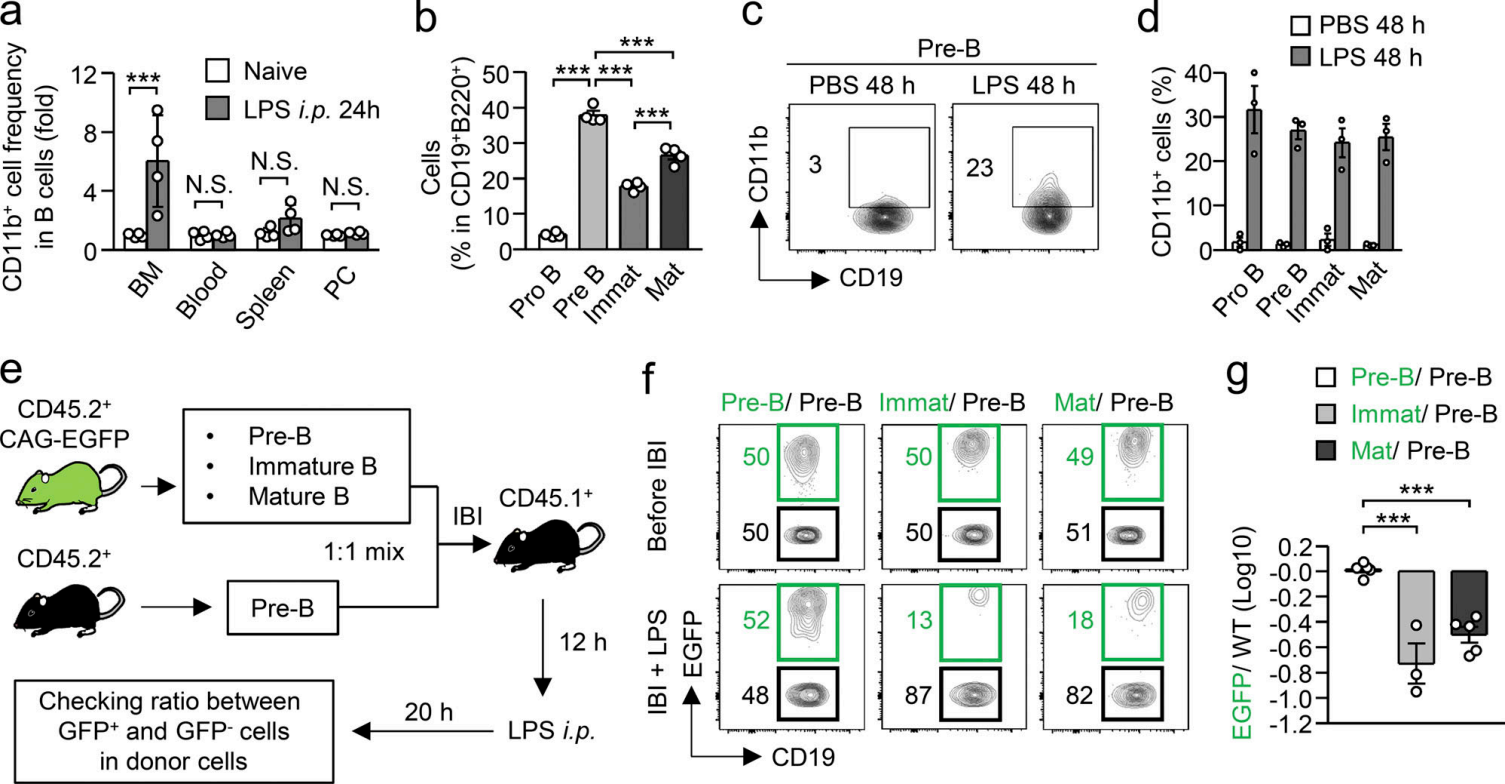
**M-B cells are mainly derived from B cell precursors. (a)** Fold change of frequency of CD11b^+^ cells in CD19^+^B220^+^ B cells in the BM, blood, spleen, and peritoneal cavity (PC) 24 h after LPS treatment. *n* = 4 each. **(b)** Cell proportions of B cell lineages such as pro-B, pre-B, immature (Immat), and mature (Mat) B cells in the BM of naive mice. *n* = 4 each. **(c and d)** Capacity of B cell lineages to upregulate CD11b upon LPS treatment. Pre-B, pro-B, Immat B, and Mat B cells were isolated from the BM of naive CD45.2^+^ mice and were directly injected into the tibias of CD45.1^+^ recipient mice. 12 h after the IBI of cells, LPS (5 mg/kg) was administered intraperitoneally and CD11b expression by the BM-resident donor cells was examined as shown in Fig. S2 c. Frequencies of CD11b^+^ cells in each donor cell at 48 h after LPS treatment are shown in panel d. *n* = 3 each. **(e–g)** Capacity of B cell lineages to stay in the BM after LPS treatment. Pre-B, Immat B, or Mat B cells were obtained from CD45.2^+^ CAG-EGFP mice and were mixed at a 1:1 ratio with Pre-B cells obtained from CD45.2^+^ WT mice. The mixed cells were injected into the tibias of CD45.1^+^ recipient mice, and the mice were treated with LPS 12 h after IBI as shown in panel e. The ratios between EGFP^−^ and EGFP^+^ cells in BM-resident donor cells are shown in panel g. *n* = 5 for Pre-B/Pre-B and Mat/Pre-B and *n* = 3 for Immat/Pre-B. N.S., not significant (P > 0.05). * P < 0.05, *** P < 0.001 (one-way ANOVA [a, b, and g]). Data are representative of two (a) or three (c and f) independent experiments or from three (b, d, and g) independent experiments (error bars, SD [a] and SEM [b, d, and g]).

**Figure S2.**
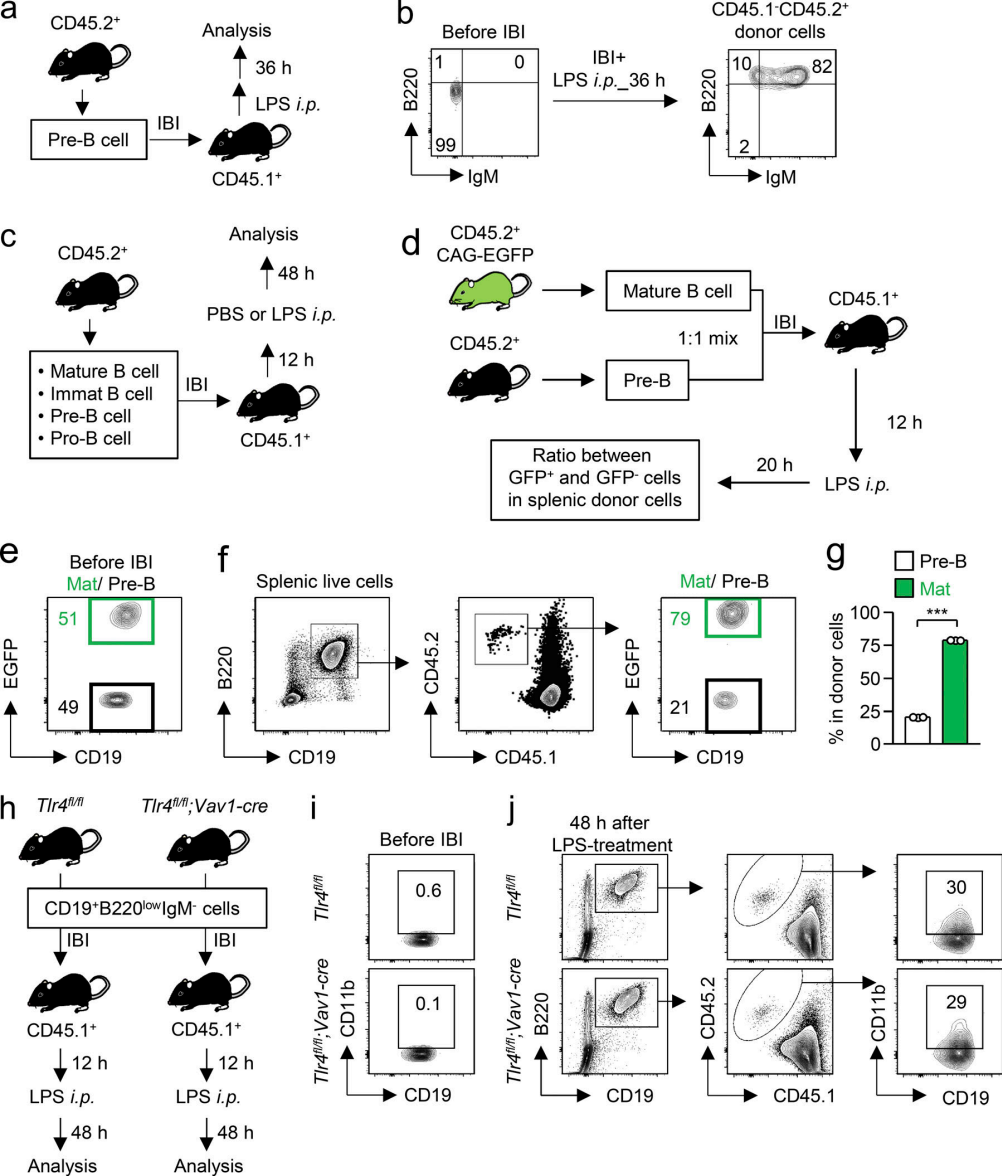
**Intra-BM transplantation of B cell lineages. (a and b)** Differentiation of mature B cells from pre-B cells after LPS treatment. Pre-B cells obtained from WT mice were transplanted into the tibias of CD45.1^+^ mice and the donor-derived cells in the BM of recipient mice were analyzed 36 h after intraperitoneal LPS injection (5 mg/kg). Experimental strategy is shown in panel a. Representative FCM plots are shown in panel b. Data are representative of two independent experiments. **(c)** Experimental strategy for Fig. 3, c and d. Pre-B, pro-B, immature B, or mature B cells obtained from WT mice were transplanted into the tibias of CD45.1^+^ mice. LPS (5 mg/kg) was intraperitoneally injected into the recipient mice 12 h after IBI and the donor-derived cells were analyzed 48 h after LPS treatment. **(d–g)** Migration capacity of mature B cells and pre-B cells from the BM to the periphery after LPS treatment. Experimental strategy is shown in panel d. Mature B cells obtained from the BM of CAG-EGFP mice were mixed at a 1:1 ratio with pre-B cells obtained from WT mice (e). These mixed cells were transplanted into the BM of CD45.1^+^ recipient mice. LPS (5 mg/kg) was intraperitoneally injected into the recipient mice 12 h after IBI and the donor-derived cells were analyzed 20 h after LPS treatment (f and g). *n* = 3 per group. **(h–j)** Importance of TLR4 expressed by B cell precursors to generate M-B cells. B cell precursors (CD19^+^B220^low^IgM^−^) obtained from the BM of *Tlr4*^*fl/fl*^ and *Tlr4*^*fl/fl*^*; Vav1-cre* mice were transplanted into the BM of CD45.1-expressing recipient mice. The mice were treated with LPS (5 mg/kg) 12 h after transplantation. Before (i) and 48 h after (j) LPS treatment, CD11b expression on the donor B cells was examined by FACS. Experimental strategy is shown in panel h. *** P < 0.001 (Student’s *t* test). Data are representative of two independent experiments (error bars, SD).

To examine the mechanism of M-B cell induction, we tested whether TLR4-mediated signaling directly induces M-B cell differentiation from B cell precursors. We found that both TLR4-sufficient and TLR4-deficient pre-/pro-B cells transplanted into the BM of recipient mice also clearly express CD11b after LPS treatment (Fig. S2, h–j), suggesting that TLR4-mediated signaling on B cells is not essential for M-B cell generation. Rather, inflammatory cytokines indirectly upregulated in other cells by LPS likely induce M-B cells.

### M-B cells are the source of IL-10 in the BM of LPS-treated mice

We then functionally characterized M-B cells. To find the functional molecules of M-B cells, we performed RNA sequencing of CD11b^−^ and CD11b^+^ B cells obtained from the BM 48 h after LPS treatment, and *Il10* was identified as an upregulated gene of M-B cells (Fig. 4 a). 

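Fig. 4 a shows 2 trials of the sequencing with 3 libraries of each group in each trial. The values here come from 3 libraries of CD11b- B cells and 3 of M-B cells (CD11b+ B cells). *Il10* (ENSMUSG00000016529) lies on chromosome 1 from 131019845 to 131024974 of GRCm38. Its FPKM was 2.57, 1.57 and 0.715 in the M-B cell libraries, from 186 reads in all. In CD11b- B cells it was 0.549 in replicate 1 and 0 in the other two, from 24 reads in all. The means were 1.62 ± 0.930 (SD, n = 3) and 0.183 ± 0.317, a ratio of 8.86, with CD11b- replicate 1 as the only CD11b- library with a read. Every M-B cell library was above every CD11b- library, and the exact two-sided permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. The log2 fold change of FPKM + 1 was 1.12 (standard error 0.32, adjusted p = 0.460 by limma over all genes), with an unadjusted p of 0.00831. It stayed between 0.86 and 1.39 with each library left out. *Il10* did not pass the threshold under any of the 20 alternatives that tested it. Their adjusted p ranged from 0.113, for edgeR without a filter on low reads, which was chosen after seeing the data, to 0.824. A smaller pseudocount raised the log2 fold change to 3.04 (pseudocount 0.1) and 5.23 (pseudocount 0.01), since it rests on few reads in CD11b- B cells. *Il10* is not among the genes of the table of normalized counts. From both trials the paper states that *Il10* was upregulated in M-B cells, and then measures it by PCR, by IL-10 secretion in culture and with reporter mice.

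PMs of naive mice had an FPKM of 8.01, 0.0261 and 0, and their mean of 2.68 ± 4.62 rests on replicate 1. M-B cells did not differ from them by limma (log2 fold change 0.26, standard error 0.82, adjusted p = 0.818).

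**Figure D3:**
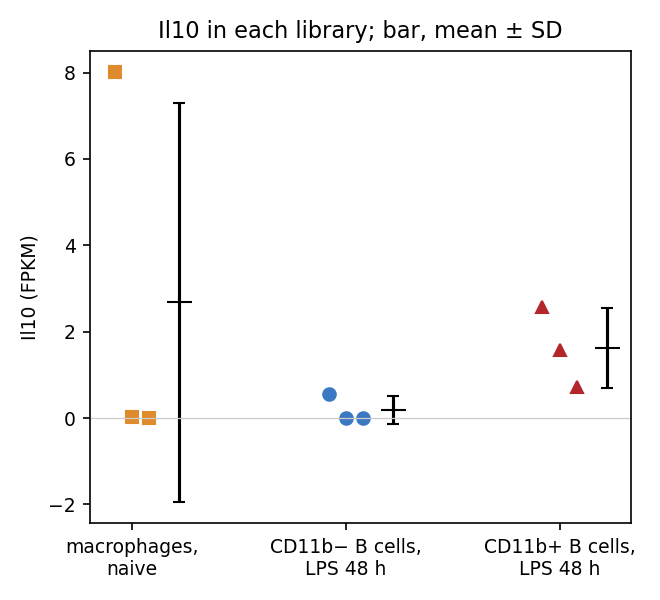
FPKM of *Il10* (vertical axis) in each library of naive PMs, CD11b- B cells and CD11b+ B cells, with the mean and SD of each group beside the points. The 3 CD11b+ libraries lie between 0.715 and 2.57, above the highest CD11b- library at 0.549.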

The upregulation of *Il10* on M-B cells was confirmed by quantitative PCR (Fig. 4 b). Indeed, when total B cells from the BM of naive mice or CD11b^−^ B cells or M-B cells from the BM of LPS-treated mice were cultured with LPS or PMA and ionomycin, only M-B cells secreted IL-10 (Fig. 4 c). Analysis using *Il10*-Venus reporter mice, which have been used to detect IL-10 expression in various cell types including monocytes, macrophages, dendritic cells, T cells, and plasma blasts (Atarashi et al., 2011; Hayashi et al., 2013; Matsumoto et al., 2014; Morhardt et al., 2019; Ochi et al., 2016; Ohyagi et al., 2013), also showed a clear contrast in IL-10 expression between M-B cells and CD11b^−^ B cells after LPS treatment (Fig. 4 d). The upregulation of *Il10* in M-B cells was also observed in the BM of CLP-induced mice (Fig. S3 a). In addition to IL-10, TGF-β has been suggested to function as a regulatory factor expressed by regulatory B cells (Rincon-Arevalo et al., 2016), but expression of the *Tgfb* gene was not upregulated in M-B cells (Fig. S3 b).

**Figure 4.**
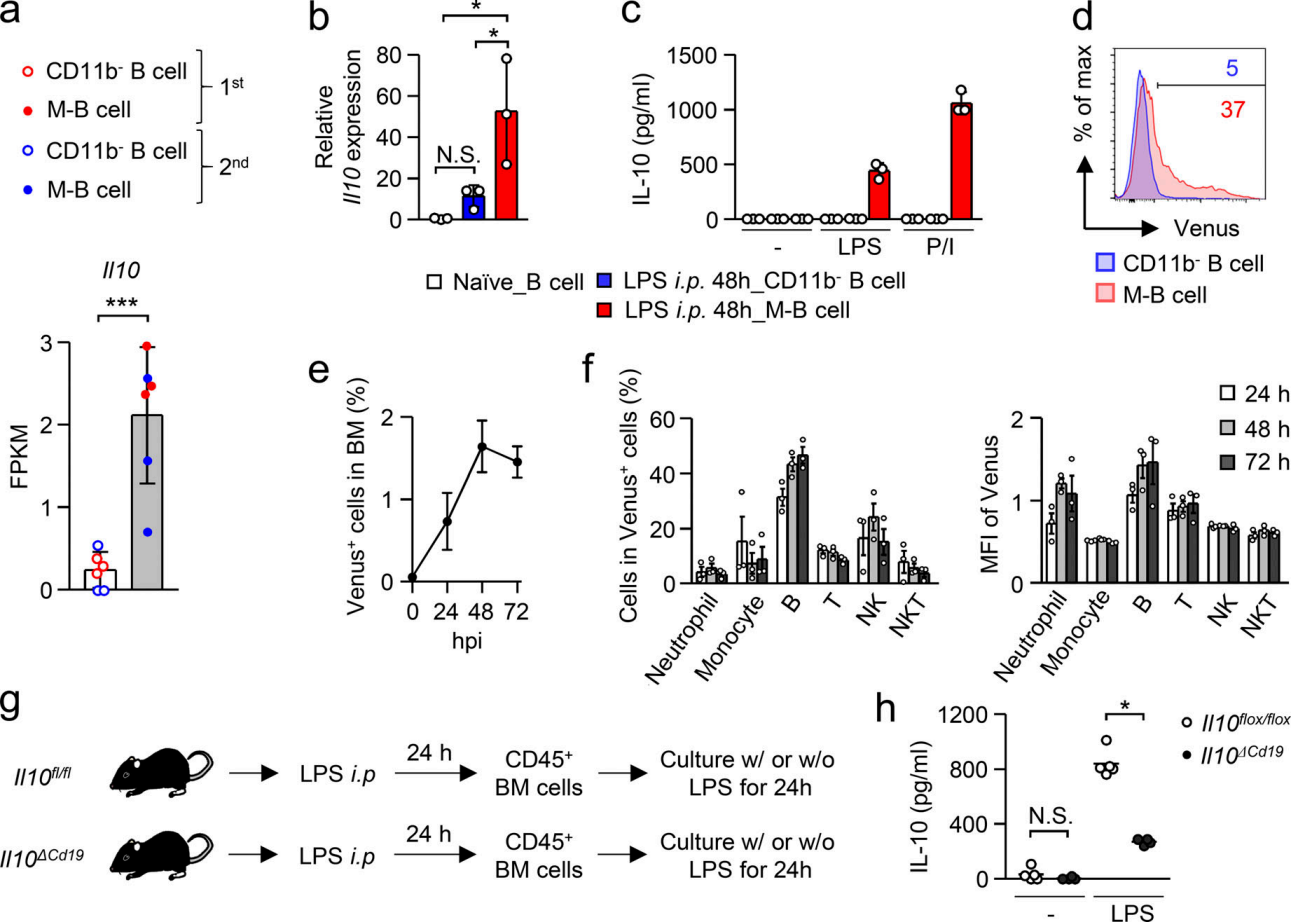
**M-B cells are a major source of IL-10 in the BM of LPS-treated mice. (a)** Expression of *Il10* in CD11b^−^ B cells and M-B cells obtained from the BM 48 h after LPS treatment (5 mg/kg). RNA sequencing was performed twice and FPKM values of *Il10* from each trial (first and second, *n* = 3 of each) are shown. **(b)** Expression of *Il10* in total B cells obtained from the BM of naive mice and CD11b^−^ and M-B cells obtained from mice treated with LPS. Gene expression of *Il10* was assessed by real-time PCR. *n* = 3 each. **(c)** IL-10 secretion capacity of B cells. Total B cells or CD11b^−^ and M-B cells were obtained from naive or LPS-treated mice, respectively. The cells were cultured in the absence or presence of LPS (100 ng/ml) or PMA (20 ng/ml) and ionomycin (250 ng/ml) for 24 h and the supernatants were subjected to ELISA analysis to determine levels of IL-10 secretion. *n* = 3 each. **(d)** Evaluation of *Il10* expression using *Il10*-Venus reporter mice. *Il10*-Venus reporter mice were treated with LPS (5 mg/kg) and Venus expression in CD11b^−^ and M-B cells was evaluated in the BM by FCM analysis. **(e)** Ratio of *Il10*-Venus^+^ cells in BM cells after LPS treatment. *n* = 3 for each time point. **(f)** Composition of Venus^+^ cells in BM cells after LPS treatment. The frequency of neutrophils (CD11b^+^Ly6C^+^Ly6G^+^), monocytes (CD11b^+^Ly6C^high^Ly6G^−^), B cells (CD19^+^B220^+^), T cells (CD3^+^NK1.1^−^), natural killer (NK) cells (CD3^−^NK1.1^+^), and NKT cells (CD3^+^NK1.1^+^) in Venus^+^ cells is shown at 24, 48, and 72 h after LPS treatment. *n* = 3 for each time point. **(g and h)** Impact of *Il10* deficiency in B cells on IL-10 production by BM cells. *Il10*^*ΔCd19*^ mice (*n* = 4) and *Il10*^*fl/fl*^ mice (*n* = 5) were treated with LPS (5 mg/kg). 24 h after that, CD45^+^ BM cells were cultured in the absence or presence of LPS (100 ng/ml) for 24 h. The supernatants were collected and subjected to ELISA analysis to determine levels of IL-10 secretion. N.S., not significant (P > 0.05), * P < 0.05, *** P < 0.001 (Student *t* test [a], one-way ANOVA [b and h]). Data are representative of two (b–d) independent experiments or from two (a and h) or three (a, e, and f) independent experiments (error bars, SD [a–c] and SEM [e and f]).

**Figure S3.**
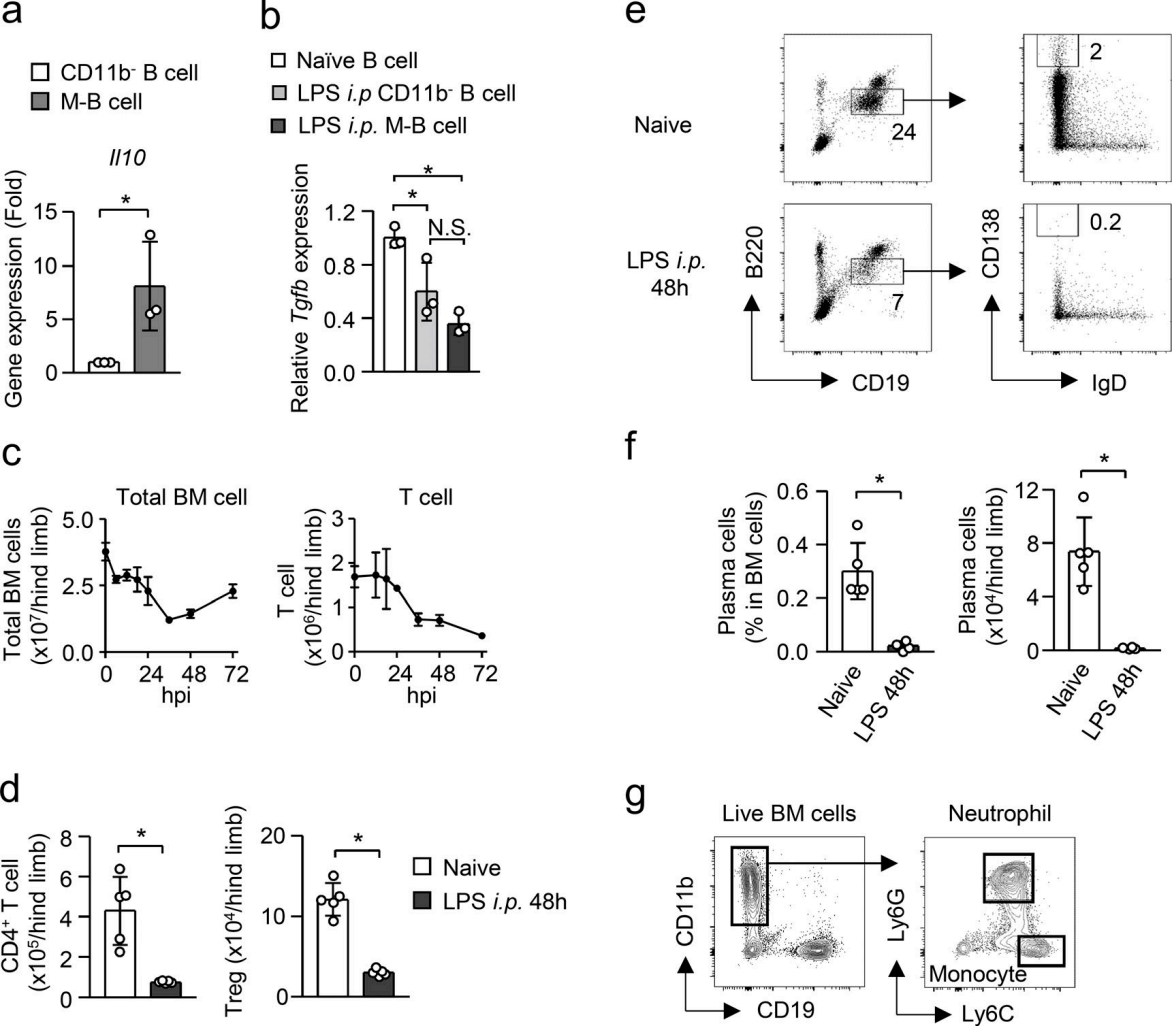
**Disappearance of Tregs and plasma cells in the BM after LPS treatment. (a)** Evaluation of *Il10* gene expression in CD11b^−^ B cells and in M-B cells obtained from the BM of WT mice 48 h after CLP induction by quantitative PCR analysis. The fold change of *Il10* expression between the two groups is shown. **(b)** Gene expression of *Tgfb* in total B cells obtained from the BM of naive mice and CD11b^−^ and M-B cells obtained from the BM after LPS treatment (5 mg/kg). Gene expression was assessed by quantitative PCR analysis. *n* = 3 per group. **(c)** Kinetic analysis of cell numbers for total BM cells and T cells in the hind limbs of WT mice after LPS treatment. *n* = 3 per group. **(d)** Number of CD4^+^ T cells and Treg cells (CD3^+^CD4^+^Foxp3^+^) in the BM before and 48 h after intraperitoneal injection of LPS (5 mg/kg). **(e and f)** Number and frequency of plasma cells in the BM before and after intraperitoneal injection of LPS (5 mg/kg). *n* = 5 for naive and *n* = 4 for 48 h after LPS-treatment. **(g)** Gating strategy of neutrophils and monocytes. Monocytes and neutrophils were defined as CD11b^+^Ly6C^hi^Ly6G^−^ and CD11b^+^Ly6C^+^Ly6G^+^, respectively. N.S., not significant (P > 0.05), * P < 0 05 (Student’s *t* test [a, d, and f] or one-way ANOVA [b]). Data are representative of two independent experiments (error bars, SD [a–d and f]). Symbols represent individual mice.

Analysis using *Il10*-Venus reporter mice showed an increase of *Il10*-expressing cells in the BM of LPS-treated mice (Fig. 4 e). Importantly, B cells were the largest population among the *Il10*-expressing cells, and the B cell expression level of *Il10* was the highest among the *Il10*-expressing populations (Fig. 4 f). Tregs and plasma cells are possible sources of IL-10 in the BM under naive conditions or after BM transplantation (Fujisaki et al., 2011; Meng et al., 2019). However, the number of Tregs was strongly reduced (Fig. S3, c and d) and plasma cells disappeared (Fig. S3, e and f) in the BM after LPS treatment as previously reported in systemic *Toxoplasma gondii* infections (Glatman Zaretsky et al., 2017). To further evaluate the importance of B cells as a major source of IL-10 in the BM, we cultured total leukocytes from the BM of mice lacking *Il10* in B cells (*Cd19-Cre:Il10*^*fl/fl*^ mice, hereafter denoted as *Il10*^*ΔCd19*^) or their littermate controls (*Il10*^*fl/fl*^ mice) in the presence of LPS (Fig. 4 g). As expected, the lack of *Il10* in B cells strongly decreased IL-10 secretion from the total BM leukocytes (Fig. 4 h). Considering that IL-10–producing B cells are M-B cells rather than CD11b^−^ B cells in the BM after LPS treatment (Fig. 4, a–d), we conclude that M-B cells are the major source of IL-10 in the BM during LPS-induced EM.

### B cell–derived IL-10 boosts EM

To evaluate the importance of B cells in the induction of EM, we determined the number of CD11b^+^Ly6C^+^Ly6G^+^ neutrophils and CD11b^+^Ly6C^high^Ly6G^−^ monocytes (Fig. S3 g) in the BM and spleen of *Jh*^−/−^ mice, which lack B lymphocytes due to a deletion of *J*_*h*_ gene segments of the Ig heavy chain locus, and their littermate controls (*Jh*^+/−^ mice) before and 4 d after LPS treatment, the peak of neutrophil and monocyte expansion in the BM (Fig. 5, a and b). The numbers of neutrophils and monocytes in the BM and spleen were comparable between *Jh*^−/−^ and *Jh*^+/−^ mice in naive conditions. Upon LPS treatment, the numbers of those myeloid cells greatly increased in the BM and spleen of control *Jh*^+/−^ mice, whereas they were significantly attenuated in *Jh*^−/−^ mice (Fig. 5, a and b), which suggests the importance of B cells for inducing effective EM. As M-B cells are the source of IL-10 in B cells of the BM of LPS-treated mice (Fig. 4), we next examined the impact of M-B cell–derived IL-10 in EM by injecting LPS into B cell–specific IL-10–deficient (*Il10*^*ΔCd19*^) mice and into their littermate control *Il10*^*fl/fl*^ mice. In naive conditions, there was no significant difference in the numbers of neutrophils and monocytes between the two groups of mice (Fig. 5, c and d). However, as in *Jh*^−/−^ mice, LPS-induced myeloid cell generation was significantly reduced in *Il10*^*ΔCd19*^ mice (Fig. 5, c and d), suggesting the importance of M-B cell–derived IL-10 for inducing effective EM. On the other hand, during G-CSF–induced myelopoiesis, CD11b^+^ B cells did not emerge in the BM (Fig. S4 a) and an IL-10 deficiency in B cells did not alter the numbers of myeloid cells and their progenitors in the BM or spleen (Fig. S4, b–d), which suggests that the contribution of M-B cells in myelopoiesis is limited to situations of infection/sepsis.

**Figure 5.**
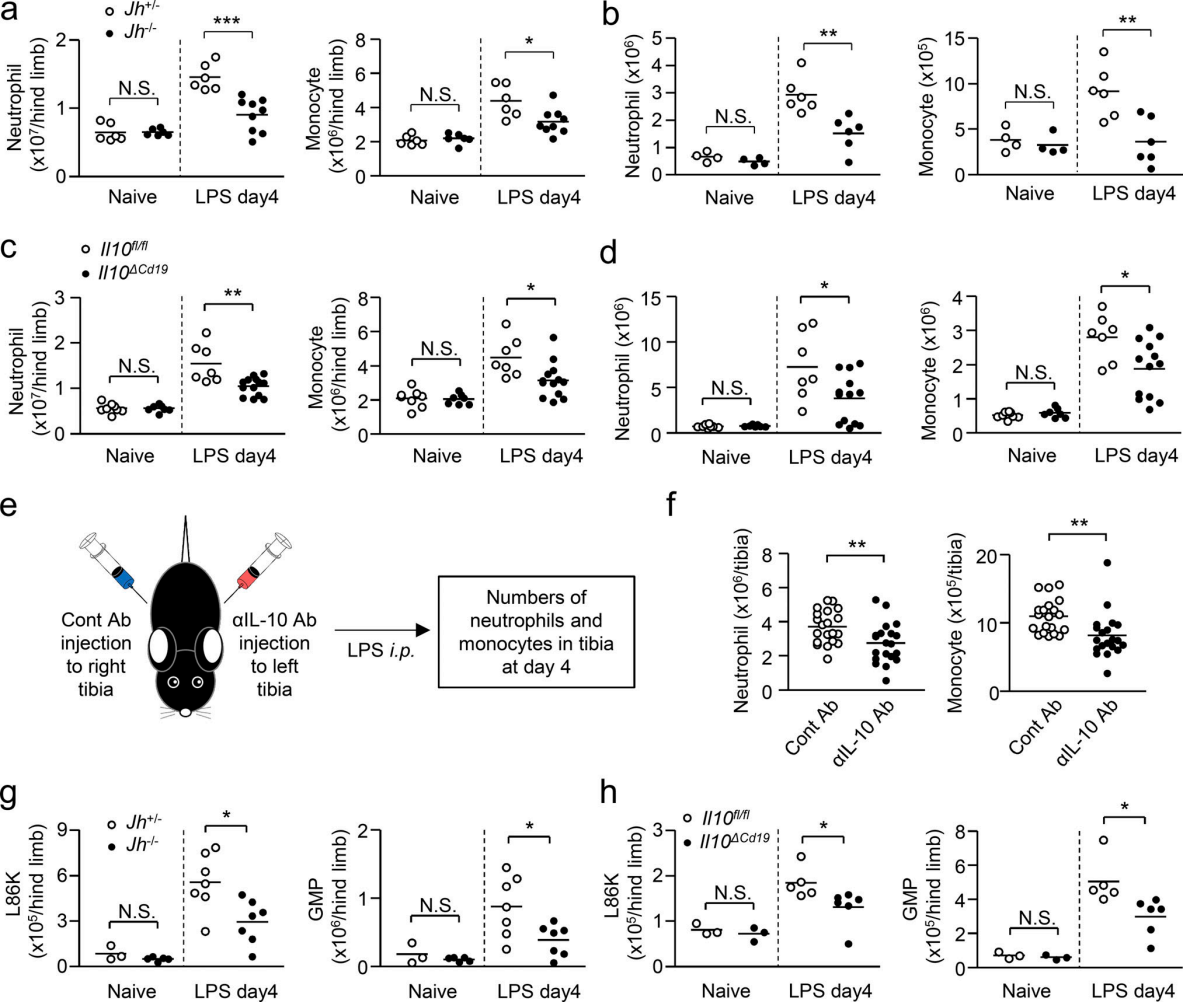
**B cell–derived IL-10 enhances EM. (a and b)** EM in mice lacking B cells after LPS treatment. *Jh*^*−/−*^ mice and their littermate control *Jh^+/^*^*−*^ mice received intraperitoneal injections of LPS (5 mg/kg). The numbers of neutrophils (CD11b^+^Ly6C^+^ Ly6G^+^) and monocytes (CD11b^+^Ly6C^hi^ Ly6G^−^) were examined in the BM (a) and spleen (b) 4 d after LPS treatment. *n* = 6 for naive *Jh*^−/−^, naive *Jh*^+/−^, and LPS-treated *Jh*^+/−^, *n* = 9 for LPS-treated *Jh*^−/−^. **(c and d)** EM in mice lacking *Il10* selectively in B cells after LPS treatment. *Il10*^*ΔCd19*^ mice and *Il10*^*fl/fl*^ mice received intraperitoneal injections of LPS (5 mg/kg). The numbers of neutrophils and monocytes were examined in the BM (c) and spleen (d) 4 d after LPS treatment. *n* = 8 for naive *Il10*^*fl/fl*^, *n* = 7 for naive *Il10*^*ΔCd19*^ and LPS-treated *Il10*^*fl/fl*^, *n* = 13 for LPS-treated *Il10*^*ΔCd19*^. **(e and f)** Impact of local IL-10 on EM. An anti–IL-10 neutralizing antibody or its isotype control (1 μg each) was injected into the BM of the left and right tibia, respectively. LPS (5 mg/kg) was then injected into the mice, and the numbers of neutrophils and monocytes in the BM of the tibias were examined 4 d after LPS treatment. Experimental strategy is shown in panel e. *n* = 20 per group. **(g and h)** Numbers of hematopoietic progenitors in mice lacking B cells or IL-10 production in B cells after LPS treatment. LPS (5 mg/kg) was intraperitoneally injected into *Jh*^−/−^ and *Jh*^+/−^ mice (g) or into *Il10*^*ΔCd19*^ and *Il10*^*fl/fl*^ mice (h), and the numbers of L86Ks and GMPs were examined 3 d later. *N* = 3 for *Jh*^+/−^, *Jh*^−/−^, *Il10*^*fl/fl*^, and *Il10*^*ΔCd19*^ mice in naive conditions, *n* = 7 for *Jh*^+/−^ and *Jh*^−/−^ mice after LPS treatment, *n* = 5 and *n* = 6 for *Il10*^*fl/fl*^ and *Il10*^*ΔCd19*^ mice, respectively, after LPS-treatment. N.S., not significant (P > 0.05), * P < 0.05, ** P < 0.01, *** P < 0.001 (Student’s *t* test [a–d and f–h]). Data are from two (g and h), three (a–d) or five (f) independent experiments. Symbols represent individual mice.

**Figure S4.**
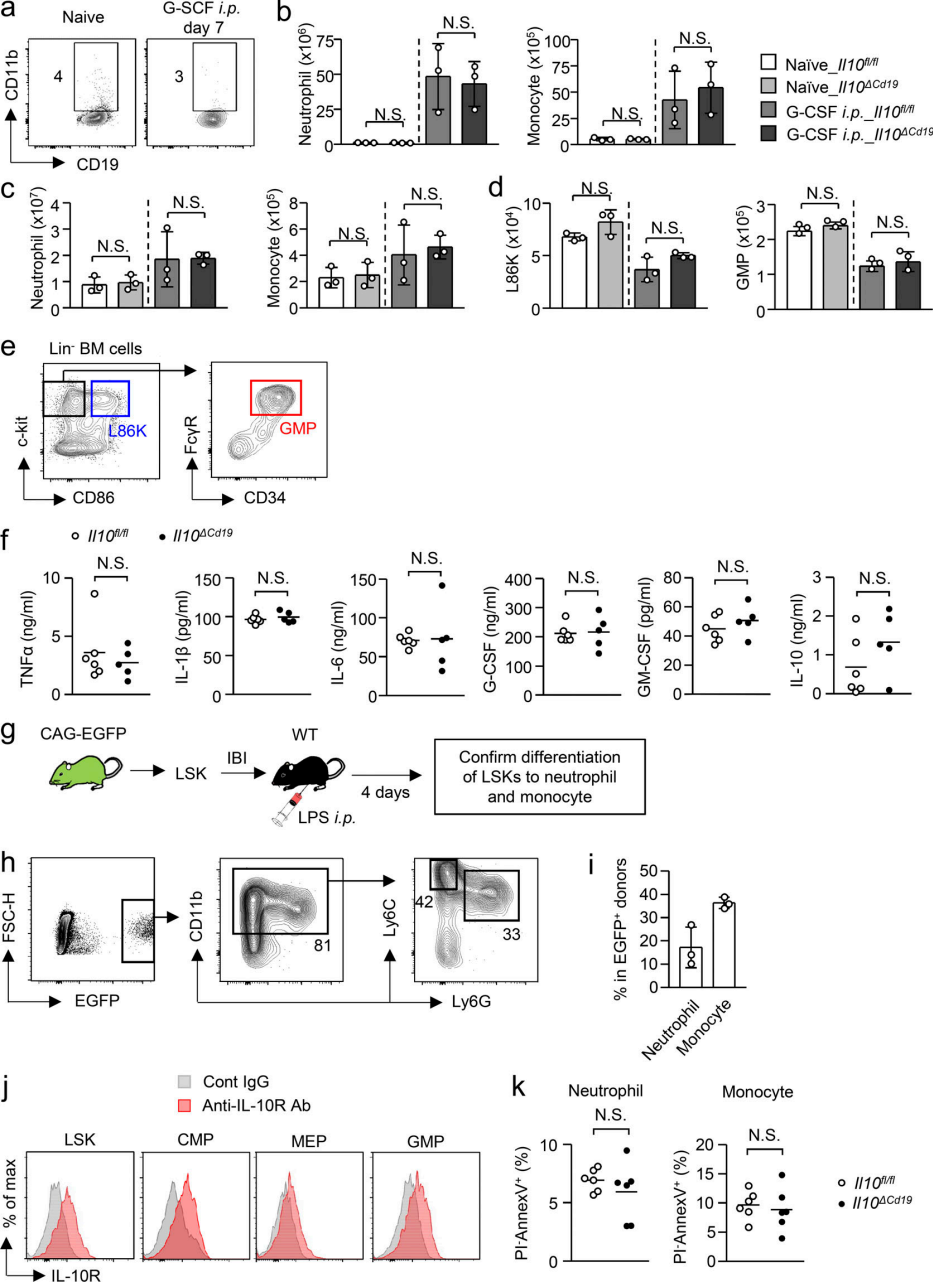
**Impact of B cell–derived IL-10 in cytokine production and apoptosis of myeloid cells. (a–d)** Requirement of B cell–derived IL-10 in G-CSF–induced myelopoiesis. *Il10*^*fl/fl*^ and *Il10*^*ΔCd19*^ mice were treated daily with G-CSF (5 μg/mouse) for 7 d and the numbers of neutrophils and monocytes in the spleen (b) and BM (c) and L86K cells and GMPs in the BM (d) were counted. The frequencies of CD11b^+^ B cells in the BM of *Il10*^*fl/fl*^ and *Il10*^*ΔCd19*^ mice are shown in panel a. *n* = 3 per group. **(e)** Gating strategy of L86K and GMP. **(f)** Serum cytokines and growth factors in *Il10*^*fl/fl*^ and *Il10*^*ΔCd19*^ mice 2 h after peritoneal administration of LPS (5 mg/kg). Levels of systemic cytokines and growth factors were evaluated by ELISA analysis. *n* = 6 for *Il10*^*fl/fl*^ and *n* = 5 for *Il10*^*ΔCd19*^. **(g–i)** Differentiation of LSKs to myeloid cells within 4 d after LPS treatment. LSKs obtained from EGFP-expressing mice were transferred into the tibias of WT mice and LPS (5 mg/kg) was injected. The differentiation of donor-derived cells was examined by FCM 4 d after LPS treatment. Experimental strategy and gating strategy are shown in panels g and h, respectively. *n* = 3 per group. **(j)** Expression of IL-10 receptor by hematopoietic progenitors in the BM of naive mice. CMP, common myeloid progenitor; MEP, megakaryocyte-erythrocyte progenitor. **(k)** Ratio of apoptotic cells (Annexin V^+^ PI^−^) in neutrophils and monocytes 48 h after LPS treatment. *n* = 6 per group. N.S., not significant (P > 0.05; Student’s *t* test [b–d, f, and k]). Data are from two independent experiments (error bars, SD [b–d and i]). Symbols represent individual mice.

To evaluate the importance of local IL-10 production in the BM, we injected a neutralizing antibody for IL-10 or a control antibody into the BM of the left and right tibia, respectively, and examined the numbers of neutrophils and monocytes in each tibia 4 d after LPS treatment (Fig. 5 e). Importantly, the local blockade of IL-10 significantly decreased myelopoiesis (Fig. 5 f), suggesting that local IL-10, predominantly supplied by M-B cells, contributes to the enhancement of EM.

### B cell–derived IL-10 protects hematopoietic progenitors from apoptosis in EM

Neutrophils and monocytes are generated from hematopoietic progenitors. We next examined whether B cells or B cell–derived IL-10 affects the numbers of hematopoietic progenitors during EM. In this context, we recently reported that Sca-1 is not a reliable marker to distinguish myeloid progenitors from hematopoietic stem progenitor cells (Lin^−^Sca-1^+^c-kit^+^, LSK) during infection and inflammation because Lin^−^Sca-1^−^c-kit^+^ (LK) cells containing myeloid progenitors gain Sca-1 expression (Kanayama et al., 2020). We identified CD86 as a reliable marker instead of Sca-1 (Kanayama et al., 2020). Using CD86, we identified LSK as L86K (Fig. S4 e). In agreement with the numbers of neutrophils and monocytes, the numbers of L86K and granulocyte-monocyte progenitors (GMPs) were significantly reduced in the absence of B cells and B cell–derived IL-10 after LPS treatment (Fig. 5, g and h). Given that M-B cells are the source of IL-10 in B cells of LPS-treated mice (Fig. 4), M-B cell–derived IL-10 acts on hematopoietic progenitors to enhance EM.

To clarify the mechanism by which B cell–derived IL-10 increases hematopoietic progenitors to enhance EM, we examined the expression of inflammatory cytokines and growth factors crucial for EM (Chiba et al., 2018; Marino et al., 1997; Wegenka et al., 2007) in *Il10*^*ΔCd19*^ mice and in *Il10*^*fl/fl*^ mice. However, no significant difference was observed in serum cytokine levels between *Il10*^*ΔCd19*^ and *Il10*^*fl/fl*^ mice (Fig. S4 f). In addition, an IL-10 deficiency in B cells did not alter the serum level of IL-10, suggesting that B cells do not contribute to the IL-10–mediated suppression of systemic inflammation at least early after LPS treatment (Fig. S4 f). IL-10 prevents cell death during infections (Balcewicz-Sablinska et al., 1999; Codo et al., 2018; Gurung et al., 2015; Stacey et al., 2011). As LSKs differentiated into monocytes and neutrophils within 4 d after LPS treatment (Fig. S4, g–i) and since hematopoietic progenitors, including LSKs and GMPs, express IL-10 receptor (IL-10R; Fig. S4 j), we hypothesized that B cell–derived IL-10 prevents the cell death of hematopoietic progenitors prior to the generation of myeloid cells. Thus, we examined the frequency of early apoptotic cells (Annexin V^+^ PI^−^) in L86Ks and GMPs 2 d after LPS treatment. As anticipated, following LPS treatment, the ratios of apoptotic cells increased in both types of progenitors in control mice (Fig. 6, a and b), which were further enhanced in *Jh*^−/−^ mice (Fig. 6, c and d) and in *Il10*^*ΔCd19*^ mice (Fig. 6, e and f). On the other hand, the apoptotic cell ratios of neutrophils and monocytes were unaltered between *Il10*^*ΔCd19*^ and *Il10*^*fl/fl*^ mice 2 d after LPS treatment (Fig. S4 k). To confirm whether IL-10 can directly prevent the cell death of myeloid progenitors, we stimulated GMPs with LPS in the presence or absence of IL-10 for 3 h. As expected, LPS stimulation significantly increased the frequency of PI^+^ dead cells and Annexin V^+^ apoptotic cells (Fig. 6, g–j), which was partially but significantly attenuated by adding IL-10 (Fig. 6, g–j). Thus, B cell–derived IL-10 protects hematopoietic progenitors from collateral damage and contributes to the effective induction of EM.

**Figure 6.**
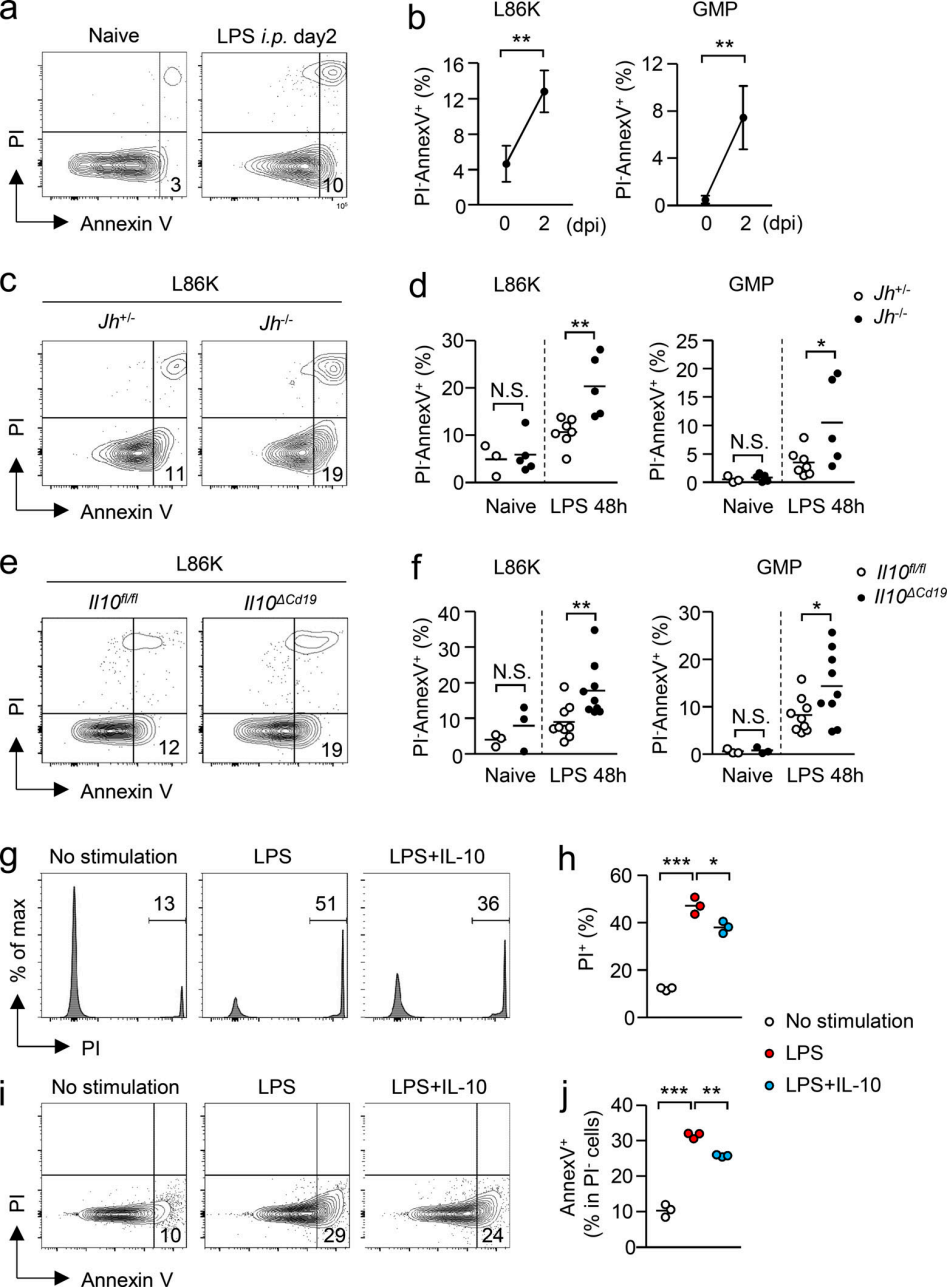
**B cell–derived IL-10 protects hematopoietic progenitors from apoptosis. (a and b)** Apoptotic cell ratios in L86Ks before and after LPS treatment. LPS (5 mg/kg) was intraperitoneally injected into WT C57BL/6 mice and the frequency of early apoptotic (Annexin V^+^ PI^−^) cells in L86Ks and GMPs was examined. Representative FCM plots are shown in panel a. *n* = 3 for the naive group and *n* = 4 for the LPS-treated group. **(c and d)** Frequency of apoptotic cells in L86Ks and GMPs obtained from *Jh*^−/−^ and *Jh*^+/−^ mice before and 2 d after LPS treatment. Representative FCM plots are shown in panel c and the frequency of apoptotic (Annexin V^+^ PI^−^) cells is shown in panel d. *n* = 7 for *Jh*^+/−^ mice and *n* = 5 for *Jh*^−/−^ mice. **(e and f)** Frequency of apoptotic cells in L86Ks and GMPs obtained from *Il10*^*fl/fl*^ mice and from *Il10*^*ΔCd19*^ mice before and 2 d after LPS treatment. Representative FCM plots are shown in panel e and the frequency of apoptotic (Annexin V^+^ PI^−^) cells is shown in panel f. *n* = 9 per group. **(g–j)** Preventing cell death of myeloid progenitors by IL-10. GMPs obtained from the BM of WT mice were stimulated with LPS (1 μg/ml) in the presence or absence of IL-10 (50 ng/ml) for 3 h. The frequency of PI^+^ necrotic cells is shown in panels g and h. Frequencies of Annexin V^+^ apoptotic cells in PI^−^ live cells are shown in panels i and j. Representative FCM plots are shown in panels g and i. *n* = 3 per group. N.S., not significant (P > 0.05), * P < 0.05, ** P < 0.01, *** P < 0.001 (Student’s *t* test [b, d, and f]). Data are representative of two independent experiments (g–j) or from two (a–d) or three (e and f) independent experiments (error bars, SD [b]). Symbols represent individual mice.

### IL-10 biases hematopoiesis to myelopoiesis

We then tested the efficacy of IL-10 in the cell fate of hematopoietic progenitors in LPS-free conditions, which can exclude the impact of IL-10 in cell death. We cultured LSKs with MS-5 stromal cells in the presence or absence of IL-10 for 5, 7, or 12 d (Fig. 7 a). The addition of IL-10 significantly enhanced cell expansion (Fig. 7 b). At day 7 after starting the culture, the frequency and number of CD19^+^ B lymphocytes were significantly reduced and the number of CD11b^+^ myeloid cells was conversely increased (Fig. 7, c and d, and Fig. S5 a), suggesting that IL-10 can induce myeloid-biased hematopoiesis. We further asked whether IL-10 promotes myelopoiesis even in the presence of inflammatory cytokines that cause EM. Because IL-1β is a representative cytokine that drives EM (Pietras et al., 2016) and showed the most remarkable activity to induce myeloid-biased hematopoiesis, at least in this culture setting (Fig. S5, b and c), we cultured LSKs in the presence of IL-10 and/or IL-1β. The addition of IL-1β significantly decreased the frequency of B cells and increased the frequency of myeloid cells at days 7 and 12 (Fig. 7 e and Fig. S5 d). Importantly, the effect of IL-1β to induce myeloid-biased hematopoiesis was further amplified by IL-10 (Fig. 7, e and f; and Fig. S5, d and e). Thus, IL-10 can promote myeloid-biased hematopoiesis.

**Figure 7.**
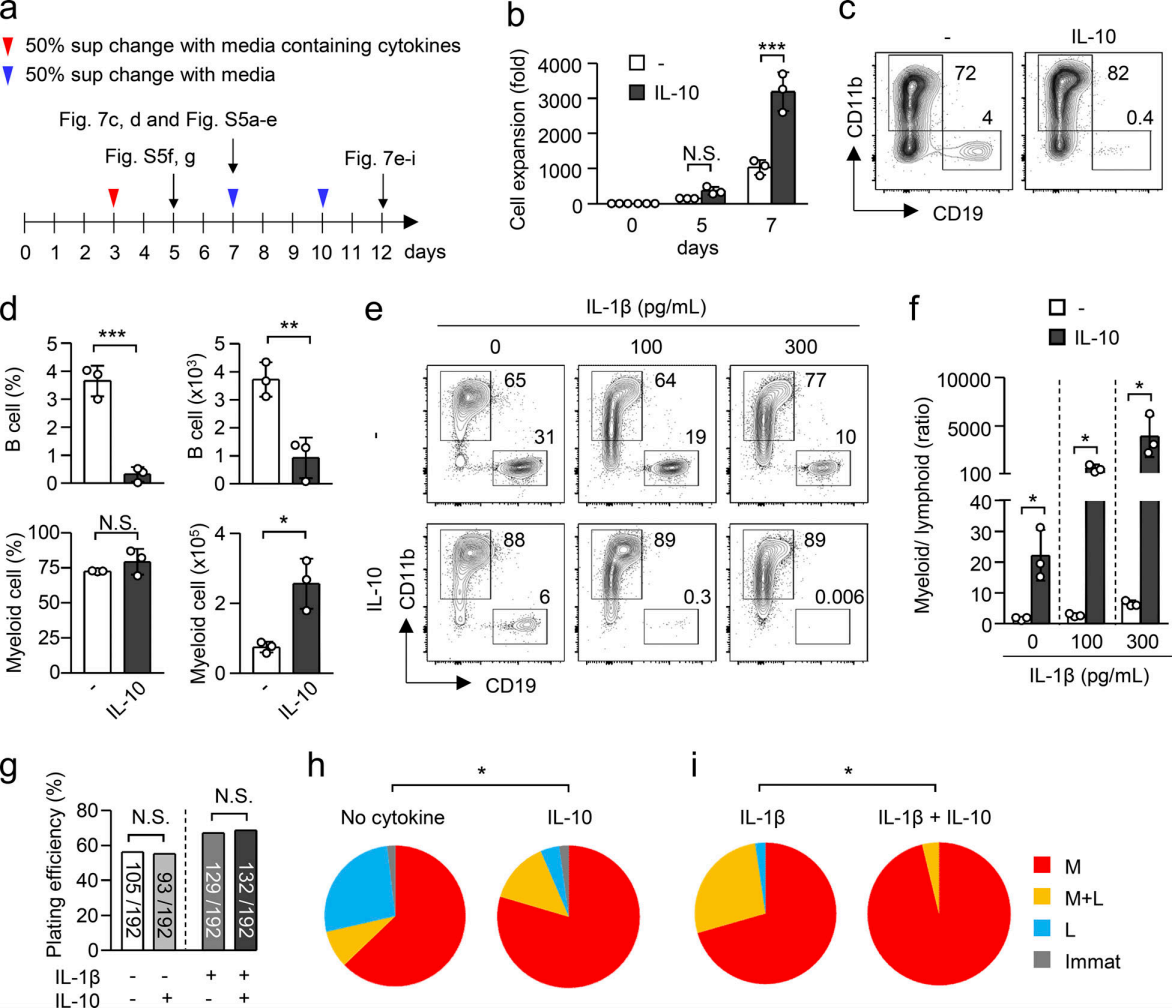
**IL-10 induces myeloid-biased hematopoiesis. (a)** Schedule for the culture of LSKs with cytokines. LSKs obtained from the BM of naive C57BL/6 mice were cultured on MS-5 stromal cells in the presence or absence of cytokines for 5, 7, or 12 d. **(b)** Fold change of cell number of cultured LSK-derived cells. LSK cells obtained from the BM of naive C57BL/6 mice were cultured with or without IL-10 (10 ng/ml) for 5 or 7 d, and the numbers of cells were counted by FCM with cell-counting beads. *n* = 3 per group. **(c and d)** Enhancement of myeloid-biased hematopoiesis by IL-10. LSKs were cultured on MS-5 cells in the presence or absence of IL-10 (10 ng/ml) for 7 d. The numbers (right panels) and frequencies (left panels) of B cells (CD11b^−^CD19^+^; upper panels) and myeloid cells (CD11b^+^CD19^−^; lower panels) are shown in panel d. Representative FCM plots are shown in panel c. *n* = 3 per group. **(e and f)** Cooperative effect of IL-10 and IL-1β to induce myeloid-biased hematopoiesis. LSKs obtained from the BM of naive C57BL/6 mice were cultured on MS-5 cells in the presence or absence of IL-10 (10 ng/ml) and/or IL-1β (100 or 300 pg/ml) for 12 d. The frequencies of B cells (CD11b^−^CD19^+^; upper panels) and myeloid cells (CD11b^+^CD19^−^; lower panels) are shown in panel f. Representative FCM plots are shown in panel e. *n* = 3 per group. **(g–i)** Single-cell culture of LSKs with IL-10. LSKs isolated from the BM of naive C57BL/6 mice were singly plated on MS-5 cells and cultured in the presence or absence of IL-10 (10 ng/ml) and/or IL-1β (100 pg/ml) for 12 d. Plating efficiencies are shown in panel g and frequencies of colonies for myeloid (CD11b^+^CD19^−^; denoted as M), lymphoid (CD11b^−^CD19^+^; denoted as L), and immature cells (CD11b^−^CD19^−^; denoted as Immat) are shown in panels h and i. N.S., not significant (P > 0.05), * P < 0.05, ** P < 0.01, *** P < 0.001 (Student’s t test [d], χ2 test [g–i], or one-way ANOVA [b and f]). Data are representative of two independent experiments (b–f) or from two independent experiments (g–i); (error bars, SD [b, d, and f]). Symbols represent individual mice.

**Figure S5.**
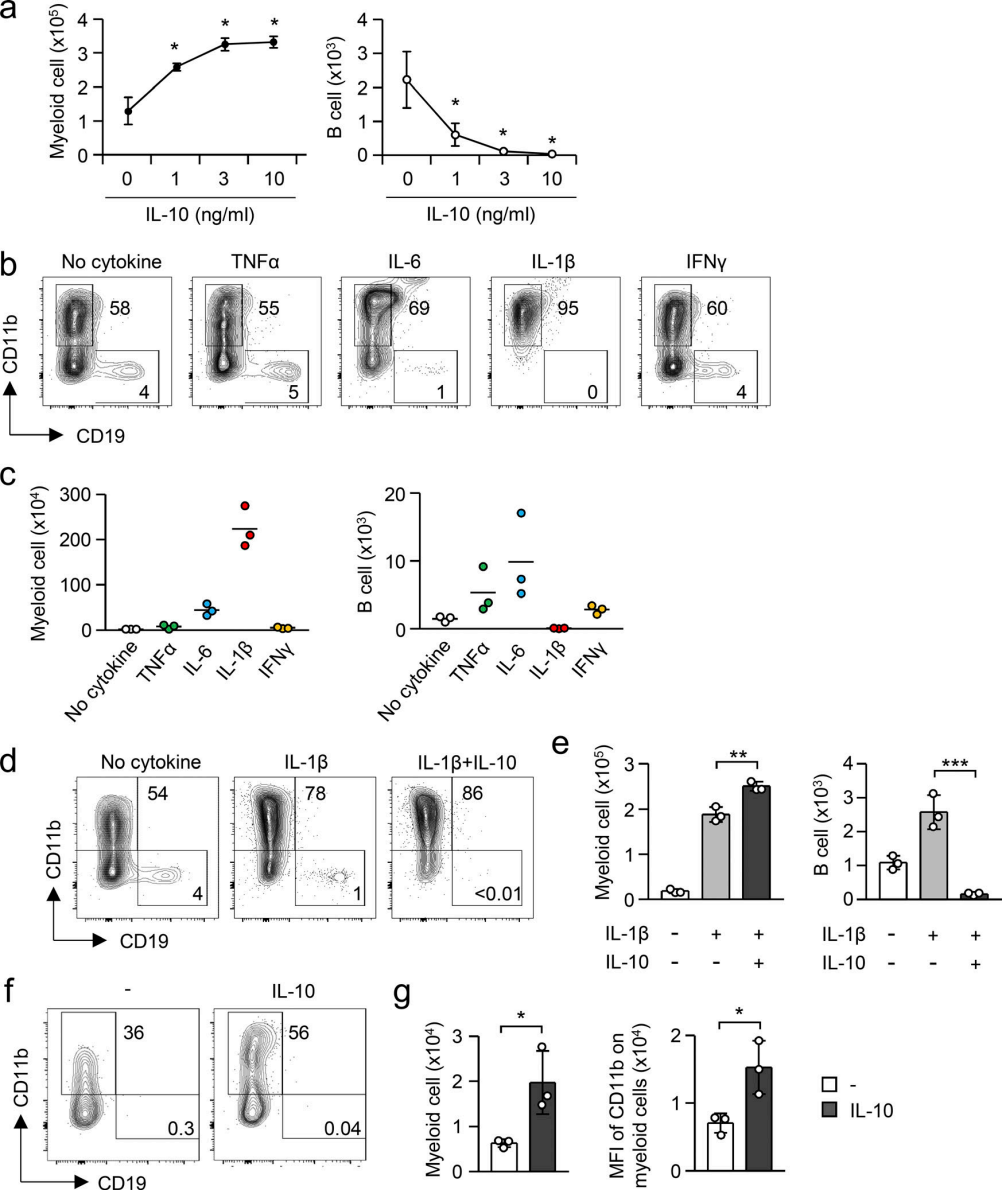
**IL-10 enhances myeloid cell differentiation. (a)** Induction of myeloid-biased hematopoiesis by IL-10. LSKs were cultured with MS-5 stromal cells in the presence of the indicated concentration of IL-10 for 7 d. Numbers of myeloid cells (CD11b^+^CD19^−^) and B cells (CD11b^−^CD19^+^) were examined by flow cytometry. *n* = 3 per group. **(b and c)** Induction of myeloid-biased hematopoiesis by inflammatory cytokines. LSKs were cultured with Ms-5 cells in the presence of IL-10 (10 ng/ml) for 7 d. Frequencies and numbers of myeloid cells and B cells were examined by flow cytometry. *n* = 3 per group. **(d and e)** Enhanced myelopoiesis by IL-1β and IL-10. LSKs were cultured with Ms-5 cells in the presence or absence of IL-1β (50 pg/ml) and IL-10 (10 ng/ml) for 7 d. Numbers of myeloid cells and B cells were examined by flow cytometry. *n* = 3 per group. Representative FCM plots are shown in panel d. **(f and g)** Accelerated differentiation of myeloid cells by IL-10. LSKs were cultured with Ms-5 cells in the presence or absence of IL-10 (10 ng/ml) for 5 d as shown in panel a. Numbers of myeloid cells and mean fluorescence intensity (MFI) of CD11b in myeloid cells were examined by flow cytometry. *n* = 3 per group. Representative FCM plots are shown in panel f. * P < 0.05, ** P < 0.01, *** P < 0.001 (Student’s *t* test [g] or one-way ANOVA [a and e]). Data are representative of two independent experiments (error bars, SD [a, e, and g]). Symbols represent individual mice.

Our results suggested that IL-10 protects hematopoietic progenitors from cell death (Fig. 6). Therefore, we evaluated whether IL-10 induces myeloid-biased hematopoiesis by selectively promoting the survival of myeloid-committed progenitors or whether IL-10 directs hematopoietic progenitors to myeloid cell differentiation. At day 5 of LSK culture, we found that IL-10 increased not only the number of CD11b^+^ cells but also the mean fluorescence intensity of CD11b (Fig. S5, f and g), indicating the acceleration of myeloid cell differentiation. Importantly, single cell-culture analysis of LSKs revealed that IL-10 did not alter the plating efficiency of LSKs in the absence or presence of IL-1β (Fig. 7 g), which suggests that IL-10 has no impact on the survival of LSKs seeded in culture without harmful stimulation. However, IL-10 significantly increased the frequency of myeloid-related colonies (shown as red and orange areas) regardless of IL-1β (Fig. 7, h and i). Taken together, in addition to the antiapoptotic function in harmful conditions, we conclude that IL-10 alters the cell fate of hematopoietic progenitors to effectively induce EM.

### Direct action of IL-10 on hematopoietic progenitors to enhance EM

To directly evaluate the importance of IL-10R–mediated signaling in hematopoietic progenitors for EM induction, we next prepared tamoxifen-inducible *Il10ra*-deficient mice (*Il10ra*^*fl/fl*^*Rosa26-CreER* mice). 10 d after tamoxifen treatment (Fig. 8 a), the expression of IL-10R on LSKs was almost completely lost in *Il10ra*^*fl/fl*^*Rosa26-CreER* mice (Fig. 8 b). When the LSKs were cultured with IL-10, the efficacy of IL-10 to induce myeloid-biased hematopoiesis was completely canceled (Fig. 8 c), suggesting that IL-10 directly acts on hematopoietic progenitors to skew their cell fate to myeloid cell differentiation ex vivo. To demonstrate the direct action of IL-10 on hematopoietic progenitors in EM in vivo, LSKs from tamoxifen-treated *Il10ra*^*fl/fl*^*Rosa26-CreERT* mice or their littermate control (*Il10ra*^*fl/fl*^) mice were mixed with LSKs from CAG-EGFP mice at a 1:1 ratio and were then directly injected into the BM of recipient CD45.1^+^ B6.SJL mice (Fig. 8 a). 3 d after LPS injection, the ratios between EGFP^−^ and EGFP^+^ cells in the donor-derived neutrophils and monocytes were compared. Of note, the ratios of EGFP^−^ cells in donor-derived neutrophils and monocytes were significantly reduced when *Il10ra*-deficient LSKs were used as donor cells (Fig. 8 d), demonstrating that direct IL-10R signaling in hematopoietic progenitors boosts EM in vivo.

**Figure 8.**
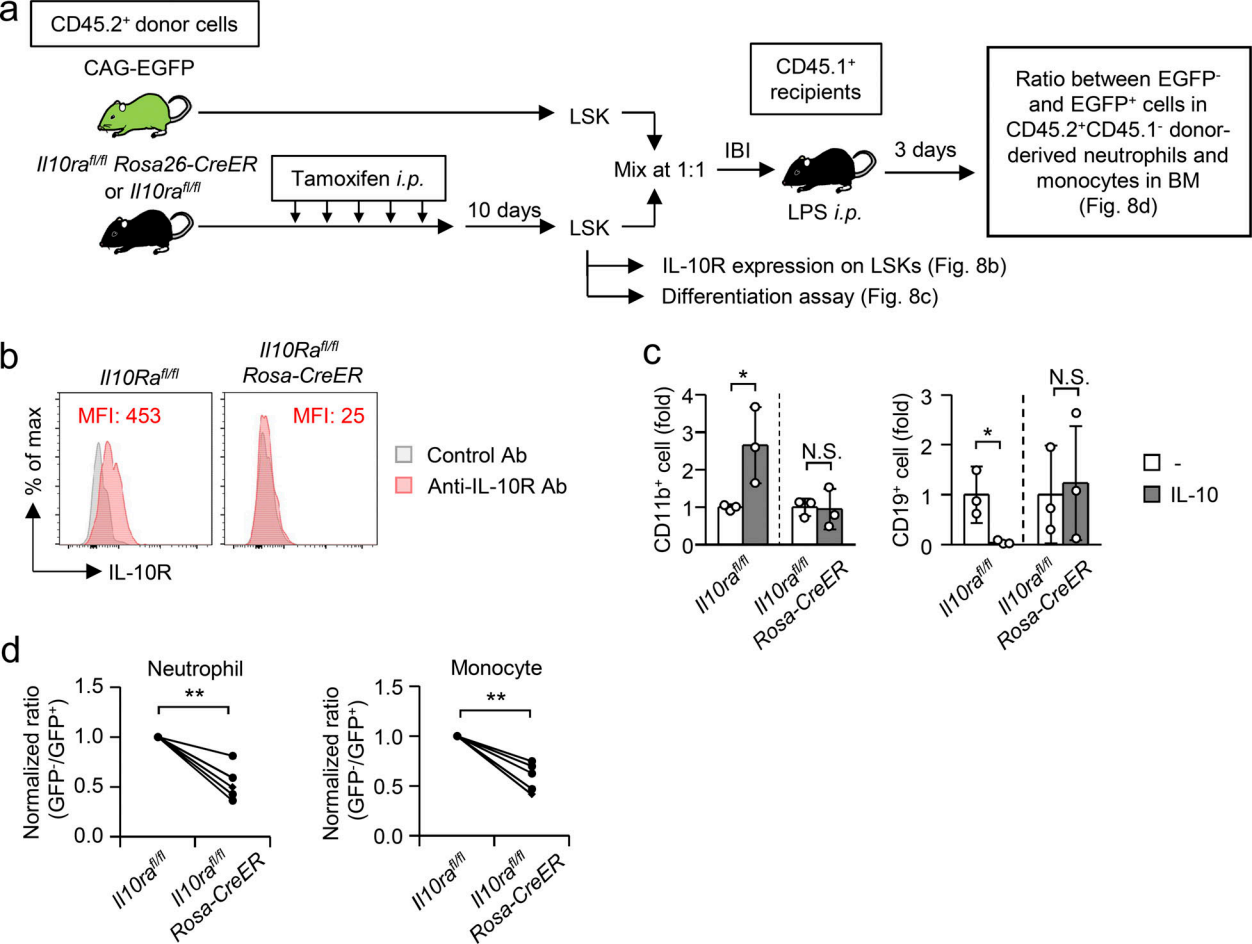
**IL-10 directly stimulates hematopoietic progenitors to enhance EM. (a)** Experimental strategy to examine the impact of IL-10R deficiency in LSKs on EM induction. **(b)** Deletion of the IL-10R on LSKs by tamoxifen treatment. Tamoxifen (2 mg) was injected into *Il10ra*^*flox/flox*^*; Rosa26-CreER* or *Il10ra*^*flox/flox*^ mice daily for 5 d and the expression of IL-10R was confirmed 10 d after last tamoxifen treatment using FCM. Data are representative of two independent experiments. MFI, mean fluorescence intensity. **(c)** Lack of IL-10R on LSKs canceled the efficacy of IL-10 to induce myeloid-biased hematopoiesis. 10 d after tamoxifen treatment of *Il10ra*^*flox/flox*^*; Rosa26-CreER* or *Il10ra*^*flox/flox*^ mice, LSKs were isolated and cultured with MS-5 stromal cells in the presence or absence of recombinant IL-10 (rIL-10, 10 ng/ml) for 7 d to examine the generation of CD11b^+^ myeloid cells and CD19^+^ B lymphocytes. *n* = 3 each group. **(d)** LSKs obtained from tamoxifen-treated *Il10ra*^*flox/flox*^*; Rosa26-CreER* mice or *Il10ra*^*flox/flox*^ mice were mixed at a 1:1 ratio with LSKs obtained from naive CAG-EGFP mice and were directly transplanted into the BM of CD45.1-expressing recipient mice. 3 d after LPS treatment of the recipient mice, the ratio between EGFP^−^ and EGFP^+^ cells in donor-derived neutrophils (CD11b^+^Ly6C^+^ Ly6G^+^) and monocytes (CD11b^+^Ly6C^hi^ Ly6G^−^) in the BM was determined. *n* = 5 each group. N.S., not significant (P > 0.05), * P < 0.05, ** P < 0.01 (Student’s *t* test). Data are representative of two independent experiments (b and c) or from three independent experiments (d) (error bars, SD [b]). Symbols represent individual mice.

### B cell–derived IL-10 boosts EM to enhance the clearance of invading microbes

Finally, to determine whether the EM enhanced by B cell–derived IL-10 contributes to host protection during infections, we induced CLP, the most frequently used model for human sepsis, in *Il10*^*ΔCd19*^ mice and their littermate control (*Il10*^*fl/fl*^) mice (Fig. 9 a). Compared with CLP-induced *Il10*^*fl/fl*^ mice, CLP-induced *Il10*^*ΔCd19*^ mice showed an impaired generation of neutrophils, monocytes, and their progenitors, L86Ks and GMPs (Fig. 9, b and c), with higher proportions of apoptotic cells in L86Ks and GMPs (Fig. 9, d and e). As observed in LPS-induced EM, the frequency of apoptotic cells in neutrophils and monocytes was comparable between *Il10*^*fl/fl*^ mice and *Il10*^*ΔCd19*^ mice after CLP induction (Fig. 9 f). The impaired EM in *Il10*^*ΔCd19*^ mice led to a significant decrease of neutrophils and monocytes in the periphery (Fig. 9 g), resulting in a higher bacterial burden at day 3, but not at day 1 after CLP induction (Fig. 9 h). These results suggest that B cell–derived IL-10 enhances the clearance of microbes by reinforcing myelopoiesis.

**Figure 9.**
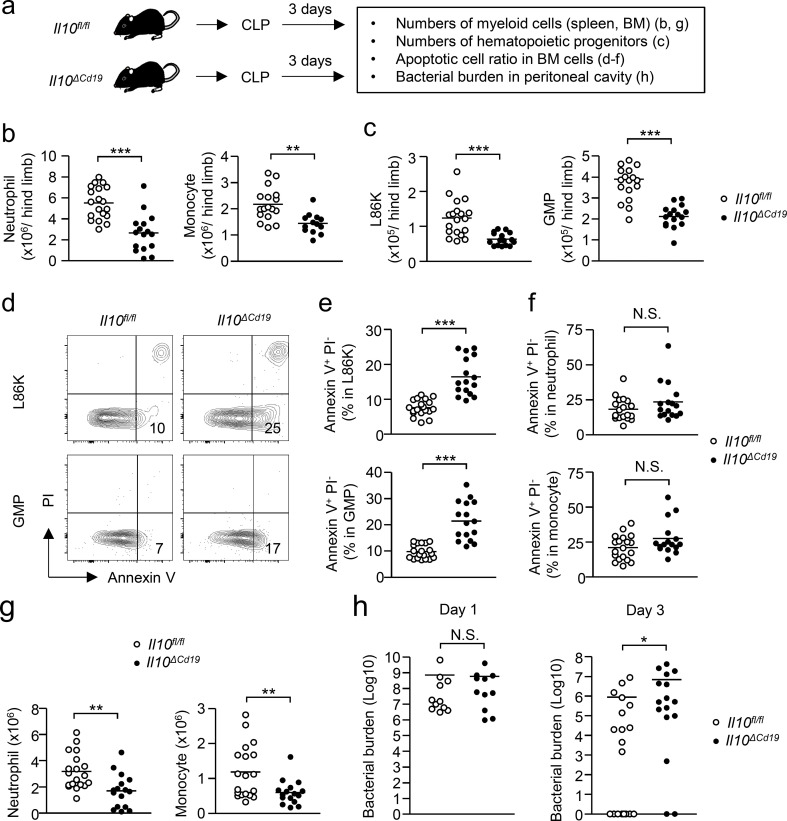
**B cell–derived IL-10 enhances EM and boosts anti-microbial immune responses. (a)** Experimental strategy of CLP. CLP was induced in *Il10*^*ΔCd19*^ mice and in their littermate control (*Il10*^*fl/fl*^) mice, which were sacrificed and analyzed at day 3. **(b)** Influence of IL-10 derived from B cells in myeloid cell generation induced by CLP. Number of neutrophils (CD11b^+^Ly6C^+^ Ly6G^+^; left panel) and monocytes (CD11b^+^Ly6C^hi^ Ly6G^−^; right panel) in the BM of *Il10*^*fl/fl*^ and *Il10*^*ΔCd19*^ mice were examined 3 d after CLP induction. *n* = 19 for *Il10*^*fl/fl*^ mice and *n* = 16 for *Il10*^*ΔCd19*^ mice. **(c)** Influence of B cell–derived IL-10 on the number of hematopoietic progenitors. Numbers of L86Ks and GMPs in *Il10*^*fl/fl*^ and *Il10*^*ΔCd19*^ mice were examined 3 d after CLP induction. *n* = 19 for *Il10*^*fl/fl*^ mice and *n* = 16 for *Il10*^*ΔCd19*^ mice. **(d–f)** Influence of B cell–derived IL-10 in the survival of hematopoietic progenitors. Frequencies of early apoptotic cells (Annexin V^+^ PI^−^) were examined in L86Ks and GMPs (d and e) and neutrophils and monocytes (f) in the BM of *Il10*^*fl/fl*^ mice and *Il10*^*ΔCd19*^ mice 3 d after CLP induction. Representative FCM plots of GMPs and L86K cells are shown in panel d. *n* = 19 for *Il10*^*fl/fl*^ mice and *n* = 16 for *Il10*^*ΔCd19*^ mice. **(g)** Influence of IL-10 derived from B cells in the recruitment of innate immune cells in the periphery. Numbers of neutrophils (left panel) and monocytes (right panel) in the spleens of *Il10*^*fl/fl*^ and *Il10*^*ΔCd19*^ mice were examined 3 d after CLP induction. *n* = 19 for *Il10*^*fl/fl*^ mice and *n* = 16 for *Il10*^*ΔCd19*^ mice. **(h)** Increased clearance of microbiota by IL-10 produced by B cells. Bacterial burdens in the peritoneal cavity of *Il10*^*fl/fl*^ mice and *Il10*^*ΔCd19*^ mice were examined 1 and 3 d after CLP induction. Day 1: *n* = 11 for *Il10*^*fl/fl*^ mice and *Il10*^*ΔCd19*^ mice, Day 3: *n* = 19 for *Il10*^*fl/fl*^ mice and *n* = 16 for *Il10*^*ΔCd19*^ mice. N.S., not significant (P > 0.05), * P < 0.05, ** P < 0.01, *** P < 0.001 (Student’s *t* test). Data are from eight (b–g, right panel in h) or five (left panel in h) independent experiments. Symbols represent individual mice.

Taken together, the results show that M-B cells develop quickly from B cell precursors as a producer of IL-10, which boosts EM by directly promoting the survival and myeloid-biased differentiation of hematopoietic progenitors, leading to the effective elimination of invasive pathogens (Fig. 10).

**Figure 10.**
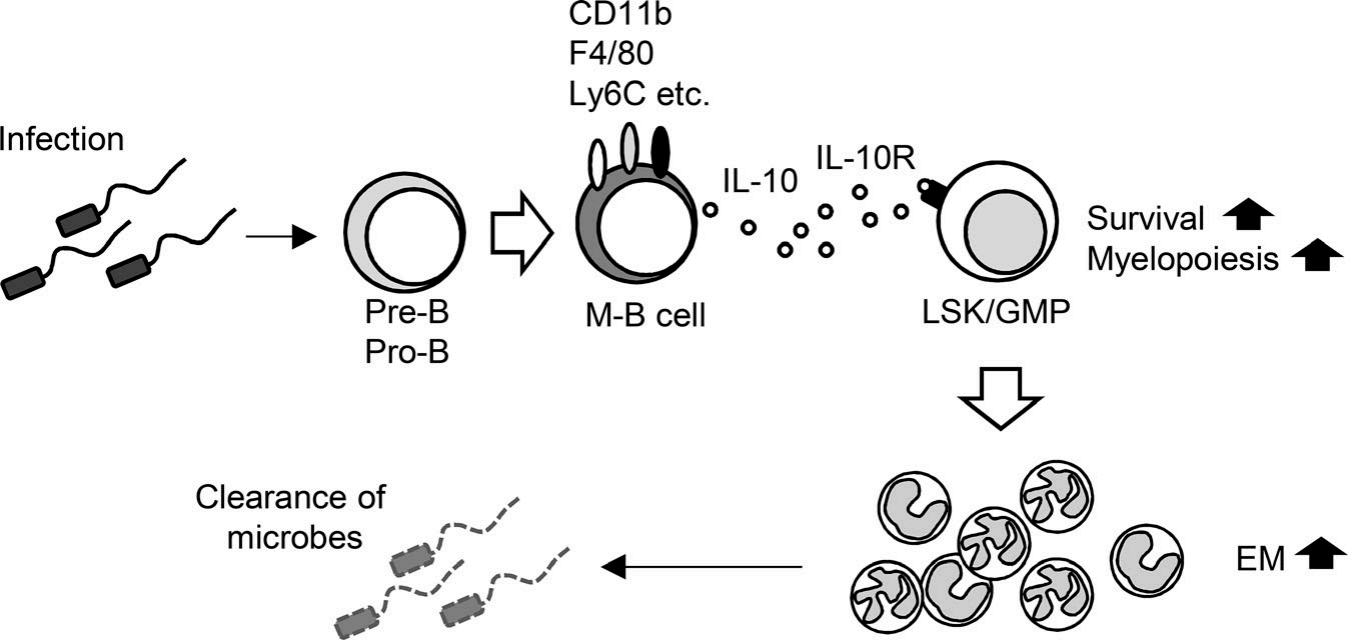
Schematic illustration of enhanced host protection through IL-10 produced by M-B cells.

## Discussion

Innate immunity is an ancient system that is observed in a wide variety of animals including invertebrates. The supply of innate immune cells, such as neutrophils and monocytes, is controlled by hematopoiesis. Early after systemic infections, large amounts of myeloid cells are generated by EM, which provides a quick supply of innate immune cells to the infected sites. In contrast, lymphocytes are numerically and functionally maintained in other lymphoid organs, such as the thymus, spleen, and lymph nodes, rather than in the BM. As the number of lymphocytes is dramatically decreased in the BM during EM, the impact of lymphocytes on the induction of EM is considered to be minimal.

IL-10 is an anti-inflammatory molecule that maintains tissue homeostasis. Tregs and plasma cells have been reported to be sources of IL-10 in the BM (Fujisaki et al., 2011; Meng et al., 2019). However, it had not been clear which cells supply IL-10 in the BM after infection. We found that Tregs and plasma cells disappeared quickly in the BM of LPS-treated mice. Instead, M-B cells that are phenotypically distinguishable from other B cell subsets quickly emerged as a major producer of IL-10 in the BM during EM. M-B cells show the morphological features of lymphocytes and could be generated from B cell precursors in the BM. In addition, M-B cells are not found in *Rag2*^*−/−*^ mice, clearly suggesting that M-B cells are of lymphoid origin. Regulatory B cells are a defined population based on their immune regulatory functions, including the production of IL-10 (Rosser and Mauri, 2015). Thus, it may be reasonable to regard M-B cells as a type of regulatory B cell. Our results show that LPS treatment increases CD11b expression even in pro- and pre-B cells, which do not express mature B cell receptor (BCR). Thus, the emergence of M-B cells may not depend on BCR-mediated stimulation. Supporting this notion, LPS is a polyclonal B cell activator (Dziarski, 1982; Montes et al., 2007). Thus, it is likely that the BCR repertoire of M-B cells is polyclonal and is similar to that of CD11b^−^ B cells.

Although IL-10 deficiency in B cells inhibited EM after LPS injection or CLP induction, it did not affect the serum levels of inflammatory cytokines after LPS treatment. This result is consistent with a previous report showing that a B cell–specific deletion of IL-10 does not change the mortality of LPS-induced sepsis, although a total lack of IL-10 increased the severity of sepsis (Berg et al., 1995; Madan et al., 2009). In addition, Cardoso et al. (2021) reported that, in infection-free mice, IL-10 that is overexpressed in stromal cells indirectly stimulates T cells to produce IFN-γ, which acts on hematopoietic progenitor cells to induce myelopoiesis. However, the pathophysiological roles of IL-10 in infection-induced EM remain to be elucidated. In this context, using infection-induced EM models, we suggest that M-B cell–derived IL-10 directly acts on hematopoietic progenitors to enhance EM by two different mechanisms: (1) by decreasing the cell death of hematopoietic progenitors and (2) by promoting myeloid-biased hematopoiesis. Although an antiapoptotic role of IL-10 was previously reported in various types of cells, including hematopoietic progenitors (Dhingra et al., 2011; Moore et al., 2001; Weber-Nordt et al., 1996; Zhou et al., 2001), the efficacy of IL-10 to trigger myeloid-biased hematopoiesis was unexpected because EM is known to be induced by proinflammatory factors rather than by anti-inflammatory factors such as IL-10. The suppression of cell death by IL-10 seems to be cell type dependent. B cell–derived IL-10 did not affect the apoptosis of neutrophils or monocytes, whereas it significantly decreased the apoptosis of hematopoietic progenitors. Our results also indicate that signaling through the IL-10R directly enhances the survival of hematopoietic progenitors and their myeloid-biased differentiation.

A lack of B cell–derived IL-10 significantly prevented the efficient supply of innate immune myeloid cells and impaired the clearance of bacteria in CLP-induced mice. As M-B cells were rarely observed in the BM of naive mice, the mechanism that promotes myelopoiesis may only be driven during pathogenic conditions such as acute infections. Indeed, the lack of B cells or B cell–derived IL-10 did not influence the number of myeloid cells in naive conditions.

The emergence of the adaptive immune system in vertebrates has led to coordination with innate immunity, allowing the induction of specific defensive immunity against pathogens. In addition to the well-known interactions between the innate and adaptive immune systems, our findings suggest the presence of a unique interplay by which the adaptive immune cells promote the on-demand innate immune myeloid cell production from hematopoietic progenitors and effectively counter infectious environments until the adaptive immune system is ready. Our findings highlight the crucial role of a new B lymphocyte subset in boosting EM and further imply the evolutionary reinforcement of EM by adaptive immune cells, which is probably important for vertebrates who live on land with dramatically increased opportunities for contact with pathogens.

## Materials and methods

### Mice

C57BL/6J (B6) mice were obtained from Japan Slc Inc. (Hamamatsu); B6.SJL-ptprca (B6.SJL, Strain #: 4007) mice congenic at the CD45 locus (CD45.1^+^CD45.2^−^) and *Jh*^−/−^ mice (Strain #: 17758) were from Taconic. *Il10ra* ^*fl/fl*^ (Strain #: 028146; Liu et al., 2012), CAG-EGFP (Strain #: 003291), *Cd19-Cre* (Strain #: 006785), *Tlr4*^*flox/flox*^ (Strain #: 024872), and *Rosa26-CreER* (Strain #: 008463) mice were from Jackson Laboratories. *Il-10 Venus* and *Il10*^*fl/fl*^ mice were used as previously reported (Atarashi et al., 2011; Roers et al., 2004). All mice were maintained in our specific pathogen–free animal facility, and all experiments using mice were approved by the Institutional Animal Care Committee of the Tokyo Medical and Dental University.

### Real-time PCR and ELISA analysis

Total mRNAs were reverse-transcribed to cDNAs and gene expression levels were determined using a Light Cycler 480 and SYBR Green I Master (04707516001; Roche Diagnostics). The values were normalized by the expression of β-actin. Specific primers used for real-time PCR are as follows: *Il10* forward: 5′-GGT​TGC​CAA​GCC​TTA​TCG​GA-3′, *Il10* reverse: 5′-ACC​TGC​TCC​ACT​GCC​TTG​CT-3′, *Tbx21* forward: 5′-AAT​CGA​CAA​CAA​CCC​CTT​TG-3′, *Tbx21* reverse: 5′-AAC​TGT​GTT​CCC​GAG​GTG​TC-3′, *Gata2* forward: 5′-CAA​GAA​AGG​GGC​TGA​ATG​TTT​CG-3′, *Gata2* reverse: 5′-GTG​TCC​CAC​AGG​TGC​CAT​G-3′, *Actb* forward: 5′-TGT​TAC​CAA​CTG​GGA​CGA​CA-3′, *Actb* reverse: 5′-CTG​GGT​CAT​CTT​TTC​ACG​GT-3′. To evaluate the secretion of IL-10 from BM B cells, B cell populations or total BM cells were obtained from WT or *Cd19-Cre Il10*^*fl/fl*^ mice before or 24 or 48 h after LPS treatment (L2880-100MG, 5 mg/kg; Sigma-Aldrich) and were cultured in RPMI-1640 media containing 10% FBS in the presence of LPS (100 ng/ml) for 24 h. IL-10 concentrations in the supernatants were determined using an IL-10 ELISA kit (Biolegend). Levels of TNF-α, IL-6, IL-1β, G-CSF, and GM-CSF in the serum 2 h after LPS injection (5 mg/kg) were measured using ELISA kits purchased from R&D Systems.

### Cytological analysis

CD19^+^B220^hi^IgM^+^ mature B cells were obtained from the BM of naive mice, and CD11b^−^CD19^+^B220^hi^IgM^+^ and CD11b^−^CD19^+^B220^hi^IgM^+^ cells were obtained from the BM 48 h after LPS treatment. Cells were stained with Diff Quik (Sysmex) and the diameters of nuclei in each population were evaluated by ImageJ.

### Systemic infection induced by the CLP model

Mice were anesthetized by intraperitoneal injection of an anesthetic mixture of medetomidine, midazolam, and butorphanol. The abdomen of each mouse was shaved and a laparotomy was performed. The cecum was exposed and tightly ligated 0.5 cm from the distal end. The ligated cecum was then perforated once with a 19 G needle. The cecum was returned to the peritoneal cavity after gentle squeezing to extrude a small amount of feces from the perforated sites. The peritoneum was sutured and the skin was closed using a clip. 3 d after CLP induction, the mice were sacrificed and the frequencies of neutrophils and monocytes in the BM and the peritoneal cavity and the peritoneal bacterial burden were examined.

### Evaluation of apoptosis in myeloid cells and progenitors

BM cells were obtained from mice 2 d after the intraperitoneal injection of LPS (5 mg/kg). After staining cell surface markers for myeloid or LSK cells, cells were stained with a PE-conjugated anti-Annexin V antibody (Thermo Fisher Scientific) and propidium iodide (PI) and were analyzed by flow cytometry (FCM). For culture experiments, GMPs obtained from naive WT mice were stimulated with LPS (1 μg/ml) in the presence or absence of IL-10 (20 ng/ml) for 3 h. The cells were then stained with an anti-Annexin V antibody and PI and were analyzed by FCM.

### Culture of LSKs with MS-5 stromal cells

LSKs isolated from naive WT mice, tamoxifen-treated *Il10ra*^*fl/fl*^ mice, or *Il10ra*^*fl/fl*^*:Rosa26-CreERT* mice were cultured on a layer of MS-5 stromal cells in RPMI-1640 media containing 20% FBS in the presence or absence of IL-10 (10 ng/ml), IL-1β (0.05–10 ng/ml), IL-6 (10 ng/ml), IFN-γ (10 ng/ml), and/or TNFα (10 ng/ml) for 5–12 d. For single-cell cultures of LSKs, LSKs were singly sorted into 96-well plates coated with MS-5 stromal cells and were cultured for 12 d. Half of each supernatant was exchanged with fresh media containing cytokines at day 3 and was changed with cytokine-free fresh media at days 7 and 10, as shown in Fig. 7 a. The frequencies and numbers of myeloid cells and B cells were examined using FCM. For pretreatment of LSKs with IL-10, LSKs obtained from naive WT mice were cultured in the presence of IL-10 (10 ng/ml) for 15 h. After the culture, live cells were isolated and seeded on MS-5 cell–coated plates and cultured for 7 d.

### FCM and cell sorting

BM, spleens, and peritoneal cells were obtained from mice. After staining with specific antibodies, cells were analyzed using a FACS Aria III or a FACS Canto II (BD Bioscience) and then by FlowJo software (Treestar Inc.). For sorting of B cell lineages, BM cells were stained with PE/Cy5-conjugated antibodies against CD3, CD4, CD8, Gr-1, NK1.1, and TER119. After washing, cells were incubated with anti-Cy5 microbeads (Miltenyi Biotec) and B cells were isolated by negative isolation with Auto MACS (Miltenyi Biotec). BM B cells were then stained with specific antibodies, and specific cell populations were isolated using a FACS Aria III (BD Bioscience). For counting cell numbers in the BM and spleen, CountBrightTM absolute counting beads (Invitrogen) were used. Apoptotic cells were detected using an Annexin V Apoptosis Detection Kit PE (Thermo Fisher Scientific). For RNA-sequencing analysis, CD11b^+^F4/80^+^ peritoneal macrophages were sorted from the peritoneal cavity of naive mice and CD11b^−^ B cells and M-B cells were sorted from the BM 48 h after LPS treatment.

### Intra-BM transplantation

Donor cells were isolated from the BM of CAG-EGFP mice or WT B6 mice. Recipient SJL mice were anesthetized using an anesthetic mixture of medetomidine, midazolam, and butorphanol, after which the donor cells were transplanted into the tibias of the recipient mice. After the intra-BM transplantation, mice were quickly recovered by an injection of atipamezole. In some experiments, mice were treated with LPS (5 mg/kg) 1 or 12 h after the transplantation. For transplantation of LSKs lacking IL-10R, tamoxifen (2 mg/mouse) was intraperitoneally injected into *Il10ra*^*fl/fl*^ or *Il10ra*^*fl/fl*^*:Rosa26-CreERT* mice daily for 5 d. 10 d after the last tamoxifen treatment, the deletion of IL-10R on LSKs was confirmed by FCM. The LSKs were mixed with LSKs obtained from CAG-EGFP mice at a 1:1 ratio and injected into the BM of the tibias. 3 d after the intraperitoneal injection of LPS (5 mg/kg), the ratios between EGFP^−^ and EGFP^+^ cells in donor-derived neutrophils and monocytes were determined in the BM. In another experiment, CD19^+^B220^low^IgM^−^ pre-/pro-B cells obtained from *Tlr4*^*flox/flox*^*; Vav1-cre* and their littermate control (*Tlr4*^*flox/flox*^) mice were transplanted into the BM of each tibia and LPS (5 mg/kg) was injected 12 h after the transplantation. 48 h after LPS treatment, CD11b expression by the donor cells was examined by FCM.

### G-CSF–derived myelopoiesis

Recombinant mouse G-CSF (5 μg/mouse; Biolegend) was intraperitoneally administered to *Il10*^*flox/flox*^*; Cd19-Cre* mice and their littermate control (*Il10*^*flox/flox*^) mice daily for 7 d. 24 h after the last injection, the numbers of neutrophils, monocytes, L86Ks, and GMPs in the spleen and/or BM were examined by FCM.

### Local blockade of IL-10

An anti-mouse IL-10 rat antibody (clone: JES5-2A5) or a control rat IgG1 (1 μg/tibia) was injected into the BM of the left and right tibia, respectively. 4 d after treatment with LPS (5 mg/kg), the numbers of neutrophils and monocytes in the BM of the tibia were determined by FCM.

### Transcriptome library preparation and mRNA sequencing

RNA sequence library preparation, sequencing, mapping, gene expression, and gene ontology (GO) enrichment analyses were performed by DNAFORM (Yokohama). The quality of each total RNA was assessed using a Bioanalyzer (Agilent) to ensure that the RNA integrity number was over 7.0. Double-stranded cDNA libraries (RNA-sequencing libraries) were prepared using a SMART-seq HT kit (Clontech) using a DNBSEQ MGIEasy Universal Library Conversion kit (MGI Tech) according to the manufacturer’s instructions. RNA-sequencing libraries were sequenced using paired-end reads (150 nt of read1 and read2) on a DNBSEQ-G400RS instrument (MGI Tech). Obtained raw reads were trimmed and quality-filtered using Trim Galore! (version 0.4.4; Babraham Institute), Trimmomatic (version 0.36; Bolger et al., 2014), and cutadapt (version 1.16) software (Martin, 2011). Trimmed reads were then mapped to the mouse GRCm38 genome using STAR (version 2.7.2b; Dobin et al., 2013). Reads on annotated genes were counted using featureCounts (version 1.6.1; Liao et al., 2014). Fragments per kilobase of exon per million reads mapped (FPKM) values were calculated from mapped reads by normalizing total counts and transcripts. Differentially expressed genes were detected using the DESeq2 package (version 1.20.0; Love et al., 2014). The list of differentially expressed genes detected by DESeq2 (basemean >5 and fold-change <0.25, or basemean >5 and fold-change >4) was used for GO enrichment analysis by the clusterProfiler package (Yu et al., 2012).

### GSEA

GSEA was performed using RNA-sequencing data (FPKM+1) with GSEA_4.1.0 software (Broad Institute). Gene sets were obtained from the Molecular Signatures Database (MSigDB) v4.1.0 distributed at the GSEA website (https://www.gsea-msigdb.org/gsea/msigdb/) or previous reports (Brown et al., 2006).

### Statistical analysis

Statistical analyses were performed using Microsoft Excel or Prism software version 3 (GraphPad). A two-tailed Student’s *t* test was used for statistical analyses of two-group comparisons. Multigroup comparisons were performed using one-way ANOVA followed by the Tukey–Kramer multiple comparisons test. The criterion of significance was set at P < 0.05. Results with biological replicates were expressed as means ± SD, and data with technical replicates were expressed as means ± SEM. Blinding or randomization of the groups was not performed and no data were excluded. No statistical methods were used to estimate sample size.

### Online supplemental material

Fig. S1 shows differences between M-B cells and other CD11b^+^ B cell subsets. Fig. S2 shows experimental strategies for intra-BM transplantation of B cell–lineage cells and the unnecessity of TLR4 expressed by B cell precursors in the development of M-B cells. Fig. S3 shows the numerical changes of Tregs and plasma cells in the BM after LPS treatment. Fig. S4 shows the impact of B cell–derived IL-10 on levels of serum cytokines and apoptosis of BM myeloid cells after LPS treatment and G-CSF–induced myelopoiesis. Fig. S5 shows the effect of IL-10 in myeloid cell differentiation.

## Data Availability

The RNA-seq data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus under accession no. GSE222966.

How the deposited data were processed for this re-analysis (not part of the article)

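RNA from 9 libraries was analysed, 3 each of CD11b+ B cells and CD11b- B cells sorted from the BM 48 h after LPS (5 mg/kg), and of PMs from naive mice. The libraries were assigned to groups and replicates from the sample labels, and each column of the tables names 1 library.

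The authors made full-length cDNA libraries, trimmed the read pairs, mapped them to GRCm38 with STAR and counted reads on annotated genes with featureCounts. The FPKM values that the authors deposited for 55322 genes are these counts divided by exon length and by the number of reads on genes. The authors' second table gives, as a normalized signal per gene, the counts of 11063 genes divided by a size factor per library, with the cluster of each gene. The name of that table gives a p-value of 0.05 for its genes, and the legend of Fig. 2 gives the same limit for the data of its GSEA, but the test and the comparison behind the selection are not named. Alternatives on this table are therefore adjusted over genes selected beforehand by a p-value. The authors used DESeq2 for their differentially expressed genes. Of the gene identifiers, 52046 are in GENCODE release M21 on GRCm38, but 1462 of these have the same start there as in the tables, so the annotation behind the positions in the tables is not known. Positions given here are those of GENCODE M21 by identifier, and overlaps between genes were found from the positions within the authors' table.

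What follows was computed here from these values. FPKM times exon length, divided by the smallest step of the library, gave whole numbers for 100% of the values above 0 in every library, within 0.05 of a read. The second table also gave whole reads for 100% of its values, and all of them equalled those of the first table. These reads gave the depth of each library, from 18014658 to 35251215 reads on genes. A count of 0 allows up to 3 reads over the 3 libraries of a group. Read counts from amplified cDNA without molecular identifiers are not counts of molecules, so such limits cover counting error only.

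The main test was limma (lmFit and eBayes with a trend, two-sided) on log2(FPKM + 1) for the 6 libraries of a comparison, among genes with a mean FPKM of at least 0.05, with Benjamini-Hochberg adjustment and a threshold of 0.05. It was applied to CD11b+ against CD11b- B cells and to CD11b+ B cells against PMs. For named genes the difference in mean FPKM was also tested by an exact two-sided permutation test, which cannot give less than 0.1. Marker lists (23 lists, 5 of them myeloid, with 279 different genes) were tested with camera at a correlation of 0.01 between genes, adjusted over the lists. The lists are neutrophil, monocyte and macrophage, myeloid activation, myeloid migration, myeloid differentiation, B cell, B cell precursor, plasma cell, T cell, NK cell, erythroid, megakaryocyte and platelet, basophil and mast cell, eosinophil, plasmacytoid dendritic cell, conventional dendritic cell, stem and progenitor cell, stromal and extracellular matrix, endothelial, proliferation, interferon response, age-associated and B1 B cell, and regulatory B cell. The Reactome set for the innate immune system came from the fgsea package, and 10 sets were built from the Gene Ontology terms in the authors' table.

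The genes named in the text are those that the paper names in its text or in Fig. 2 b, Fig. 2 c and Fig. 4 a, and the 5 genes with the largest change in each comparison and direction among those past the threshold. The latter also had to have no overlap between the groups and a mean FPKM of at least 1 in the higher group, and immunoglobulin variable, joining and diversity segments were left out of them. The values drawn in Fig. 2 c and Fig. 4 a had been seen when this rule was written. The other genes past the threshold in CD11b+ against CD11b- B cells, and a few immunoglobulin and control genes, were named after their values were seen, as were single members of the lists.

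The alternatives were pseudocounts of 0.1 and 0.01, no filter on FPKM and a minimum mean FPKM of 1, all 9 libraries in one fit, a replicate block by either numbering in the labels, median-ratio scaling, quantile normalization, FPKM without immunoglobulin genes, eBayes without a trend, limma on the normalized counts, edgeR (quasi-likelihood test) and DESeq2 on the whole reads behind the normalized counts, each library left out in turn, a fold limit of 4, and for gene sets an estimated correlation and fry. Alternatives chosen after seeing the data were edgeR on the whole reads of all genes with and without a filter, DESeq2 on all genes with at least 10 reads, a correction of the log2 values for GC content and length by a lowess trend per library, and camera on the genes with an unadjusted p under 0.05.

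The tests were first run on simulated data, in which 200 genes with a mean FPKM of at least 1 were changed by a known amount. The reads were drawn from negative binomial distributions with the means over both groups, the dispersions and the depths of the real libraries. For CD11b+ against CD11b- B cells, limma found 57.0% of the genes changed by 2 on the log2 scale and 4.67% of those changed by 1, with 0% of its 58 calls false (21305 genes). edgeR found 77.4% and 29.9%, with 12.6% of its 119 calls false (15566 genes). For CD11b+ B cells against PMs, limma found 18.7% and 0%, with 26.1% of its 23 calls false (21535 genes), and edgeR found 49.5% and 2.75%, with 4% of its 50 calls false (15235 genes). A list shifted by 2 on the log2 scale was called, together with 1 of the unchanged lists in the first comparison and 0 in the second.

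The versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, fgsea 1.28.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The gene sets of MSigDB and the other trial of Fig. 4 a were not analysed here.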

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

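The tests of neutrophil and macrophage RNA, of the immunoglobulin share, of GC content and length, and of other splits of the libraries for the called genes were chosen only after the result was seen. The tests of antibody-secreting cells and of other splits for the marker lists outside the myeloid ones were not.

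Marker lists of cells and programmes that the paper does not discuss for these libraries also rose. Of 18 such lists, 7 were called higher in CD11b+ than in CD11b- B cells. The plasma cell list had a median log2 fold change of 0.87 (9 of 11 genes higher, adjusted p = 1.68e-07 by camera), the age-associated and B1 B cell list 0.50 (11 of 12 genes, 3 of them named by the paper, adjusted p = 4.89e-07), the proliferation list 1.18 (12 of 12 genes, adjusted p = 1.70e-06), the basophil and mast cell list 0.35 (9 of 10 genes, adjusted p = 0.00258) and the erythroid list 0.38 (8 of 10 genes, adjusted p = 0.00893). The interferon response list had a median of 0.28 (8 of 12 genes, adjusted p = 0.0145) and lost its call without CD11b- replicate 3 (adjusted p = 0.0605) and without CD11b+ replicate 1 (0.353), with a range of 0.00205 to 0.365 over all alternatives. The T cell list had a median of 0.21 (10 of 11 genes, adjusted p = 0.0183) and lost it without CD11b- replicate 2 (0.125), CD11b+ replicate 2 (0.126) and CD11b+ replicate 3 (0.191), and over all alternatives its adjusted p ran from 0.00221 to 0.764. The B cell precursor list was called lower (median −0.59, 0 of 11 genes higher, adjusted p = 0.0151), but not without CD11b- replicate 3, where its direction turned (0.242), CD11b+ replicate 1 (0.181) or CD11b+ replicate 2 (0.126), with a range of 0.000217 to 0.567 over all alternatives. Not past the threshold were NK cell, eosinophil, plasmacytoid dendritic cell and endothelial genes (adjusted p = 0.119 each, endothelial downwards), regulatory B cell genes (0.229, with a median of −0.06 and a mean of 0.41), conventional dendritic cell and stem and progenitor cell genes (0.452 each), stromal genes (0.482) and megakaryocyte genes (0.699). Without CD11b+ replicate 3 the NK cell list (0.00994) and the eosinophil list (0.0302) passed, and the NK cell list also passed without CD11b- replicate 3 (0.0452). By fry the plasma cell, age-associated and B1 B cell, basophil and mast cell, erythroid and eosinophil lists were past the threshold upwards, and with an estimated correlation none was. Only the real split of the 6 libraries, 1 of 10, gave as many other lists in one direction, and the other 9 splits gave at most 4. A count over 10 splits cannot fall under 0.1 and decides nothing here. The calls by fry argue against chance for the plasma cell, age-associated and B1 B cell, basophil and mast cell and erythroid lists. Fry does not ask whether these lists moved more than the other genes. Camera with an estimated correlation, which does ask this, called none of them. For the proliferation, interferon response, T cell and B cell precursor lists, which did not pass by fry either, chance stays open.

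For the plasma cell list, leaving out the immunoglobulin genes and rescaling FPKM gave an adjusted p of 1.32e-07 by camera. This decides nothing, since a larger share of reads on these genes lowers the FPKM of the others and the list holds none of them. Antibody-secreting cells among the sorted CD11b+ B cells could also raise the list. The paper states that plasma cells disappeared from the BM after LPS (Fig. S3, e and f), which these libraries do not test. If such cells had switched class, the switched constant genes would be higher in every CD11b+ library. Of these, 2 of 4, *Igha* and *Ighg3*, were, while *Ighg1* and *Ighg2b* overlapped. Unswitched cells would not raise them, so this count cannot decide the question. *Ighg2c*, which is outside these 4, was called higher. *Jchain* had an FPKM of 101, 83.9 and 449 in the CD11b+ libraries and of 6.18, 17.4 and 22.7 in the CD11b- libraries (log2 fold change 3.43, adjusted p = 0.204 by limma), and *Igha* 5.76, 7.16 and 35.9 against 1.61, 3.10 and 1.99. Antibody-secreting cells in the sort and a secretory programme within CD11b+ B cells cannot be told apart, because both raise the same genes and bulk libraries do not show which cell holds them. For the proliferation list, correcting for GC content and length left an adjusted p of 2.39e-07 by camera, which argues against these trends as the whole cause. Only 1 of its 12 genes was without overlap between the groups, where chance gives 10% of genes, and fry did not call the list (adjusted p = 0.195). Over all alternatives the adjusted p ran from 1.11e-14 to 0.156 for the plasma cell list and from 2.64e-17 to 0.346 for the proliferation list. Of the genes of these lists, 9 of 11 in the plasma cell list, 12 of 12 in the proliferation list, 12 of 12 in the interferon list, 8 of 12 in the age-associated and B1 B cell list, 6 of 10 in the erythroid list, 1 of 11 in the T cell list and 0 of 10 in the basophil and mast cell list had a mean FPKM of at least 1 in CD11b- B cells. A biological difference between the B cell groups was not tested.

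All 15 genes called higher in CD11b+ than in CD11b- B cells are outside those the paper names. They include neutrophil genes (*S100a9*, *S100a8*, *Retnlg*), *Fcer1g* and *Clec4a3*, the constant gene *Ighg2c*, and *Creld2* and *Sdf2l1*, which were already at a mean FPKM of 47.3 and 45.0 in CD11b- B cells. After correction for GC content and length, 15 of the 15 were still past the threshold, which argues against these trends as the whole cause. Only the real split of the libraries, 1 of 10, gave as many genes, and the other 9 gave 0. A count over 10 splits cannot fall under 0.1 and decides nothing here. *Fcer1g* had an adjusted p of 0.00115 by limma and was past the threshold in 23 of 24 alternatives (adjusted p from 1.50e-48 to 0.656), which argues against chance for this gene. *Ly6a2* is a pseudogene in the annotation, and *Mir5618*, *Anxa2* and *Cd300lf* overlap other genes, so reads shared with these stay open for them.

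For the neutrophil list, RNA of PMs was tested as a source. Of the 15 list genes with a mean FPKM of at least 1 in CD11b+ B cells, 12 were higher there than in PMs, which a small share of PM RNA cannot give. Neutrophils or their precursors among the sorted cells remain a candidate source. They would raise all list genes in the same order over the libraries, and 11 of the 16 genes had their highest value in CD11b+ replicate 2 and their lowest in CD11b+ replicate 3. Such cells and expression of these genes in a part of the CD11b+ B cells cannot be told apart, because either gives a shared order over 3 libraries. RNA released by other BM cells was not tested and stays open too.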

How the results depend on the processing

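Tests chosen only after the result was seen were edgeR and DESeq2 on the whole reads of all genes, the correction for GC content and length, and camera on the genes with an unadjusted p under 0.05.

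The count of 15 genes higher and 0 lower in CD11b+ against CD11b- B cells varied most. Pseudocounts of 0.1 and 0.01 gave 34 and 23 higher and 3 and 2 lower. With no filter on FPKM, 37400 genes were tested and 2 were higher, and with a minimum of 1, 31 were. All 9 libraries in one fit gave 31 and 5, and quantile normalization 9 and 0. On the normalized counts limma gave 92 and 2, and on the reads behind them edgeR gave 59 and 0 and DESeq2 319 and 51. On the reads of all genes edgeR gave 42 and 0, edgeR without a filter 416 and 155, and DESeq2 328 and 64, with no adjusted p for 5360 genes. edgeR without a filter also moved the median log2 fold change of all genes from 0.03 to 0.27. With each library left out the number higher ran from 3 to 40. Median-ratio scaling (12), no immunoglobulin genes (20), no trend (16), the GC and length correction (18) and a fold limit of 4 (11) stayed within 1.5 times. Of the 15 genes, 14 were also called with a pseudocount of 0.1 and by DESeq2 on all genes, 12 with median-ratio scaling and 10 by edgeR. Of the genes called higher, those lower than in PMs were 6 of 15, and 12 of 34 (pseudocount 0.1), 1 of 2 (no filter), 12 of 31 (minimum of 1), 12 of 31 (one fit), 2 of 9 (quantile), 40 of 92, 31 of 59 and 165 of 319 (normalized counts with limma, edgeR and DESeq2), 21 of 42, 164 of 416 and 171 of 328 (all reads with edgeR, edgeR without a filter and DESeq2), and from 1 to 20 with a library left out. The cause was not tested, apart from the number of genes tested with no filter.

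Against PMs, 4760 genes were higher and 1940 lower. Median-ratio scaling gave 2918 higher, quantile normalization 2706, edgeR 2850 and edgeR without a filter 3135. Limma and DESeq2 on the normalized counts gave 3460 and 3828 lower, and DESeq2 on all reads 3404. A fold limit of 4 left 1279 and 861 by its construction. With each library left out there were 3152 to 4919 higher and 1348 to 2026 lower. Why the other counts moved was not tested.

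Of the 9 genes of the text, limma called 0 higher. There was 1, *Ngp*, with a pseudocount of 0.1 or 0.01, a minimum FPKM of 1 and no immunoglobulin genes, and there were 2 with all libraries in one fit (*Ngp* and *Ly6g*) and by edgeR on either table (*Csf1r* and *Ngp*). Limma on the normalized counts called 4, adding *Ly6g* and *Cd300e*. DESeq2 on either table and edgeR without a filter called 7, and leaving out a library gave 0 to 3. The cause was not tested. The 6 calls lower than in PMs stayed under every alternative. *Il10* stayed higher and short of the threshold under all 20 alternatives, with log2 fold changes of 0.86 to 5.23.

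Of the 5 myeloid lists, 3 were called with a minimum FPKM of 1, 3 by fry, 3 on the genes with an unadjusted p under 0.05, 0 with an estimated correlation, and 4 to 5 with a library left out. Of the 18 other lists, 7 were called, against 4 by limma and 4 by DESeq2 on the normalized counts, 0 with an estimated correlation, 1 on the genes with an unadjusted p under 0.05, and 6 to 8 with a library left out. The mean difference of the innate immune system set was 0.0158 and never past the threshold. It was −0.0986 by edgeR without a filter and −0.0119 to 0.0584 with a library left out. Over all 27 alternatives it ran from −0.0986 to 0.252. The cause was not tested.

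The labels number the replicates in 2 ways, and neither the paper nor the labels say that a number pairs libraries. Between CD11b+ and CD11b- libraries of the same title number, deviations from the group means correlated at 0.203, −0.0115 and 0.167 over genes. The first and the last of these pairs are the only ones that also share the other number, and the correlations of libraries with different numbers ran from −0.222 to 0.0988. These 2 pairs correlated positively, while the title pair between them did not. Deviations from a group mean sum to 0 within the group, so the correlations depend on each other. The 2 pairs are therefore not separate evidence. With 2 pairs, pairing by the other number was neither shown nor excluded, and the main test leaves it out. With a replicate block by title number 16 genes were higher (10 of the 15 among them) and 1 of the 9 text genes (*Ngp*). With a block by the other numbers, which leaves 4 libraries with a shared number, limma called 0 genes (653 higher and 409 lower at an unadjusted p under 0.05), so 0 were lower than in PMs, the innate immune system set stood at −0.00614, and the log2 fold changes of *Ighd* and *Ly6c1* were 0.12 and 0.064, where the values without a block were below 0.

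For single genes other than *Il10*, 60 differences between groups gave 1368 values under alternatives, which were compared with the main ones. Of these 1250 kept their direction and side of the threshold, 88 passed it newly, 19 no longer passed it and 11 changed sign. Sign changes were near 0. With a library left out, the log2 fold change between the B cell groups ran from −0.60 to 0.0043 for *Iglv1*, −0.35 to 0.074 for *Ighd*, −0.054 to 0.24 for *Ighj2*, −0.10 to 0.0086 for *Itgb2*, −0.15 to 0.10 for *Ly6c1* and −0.18 to 0.017 for *Il10ra*. The cause was not tested.

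Depth limits the genes with few reads. *Cebpa* had 5 reads over the CD11b- and 37 over the CD11b+ libraries, *Nlrp3* 2 and 9, and *Retnlg*, *Ccl8* and *Ly6g* at most 5 in CD11b- B cells, so fold changes of such genes rest on the pseudocount. In simulated libraries of these depths, limma found 4.67% of the genes changed by 1 on the log2 scale, so changes of this size mostly go uncalled in this design.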

Differences from the paper's values

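With all libraries, no mean read from Fig. 2 c or Fig. 4 a differed from the values here by both more than the SD and more than 1.5 times. Mean FPKM in CD11b+ B cells was 189 for *Lyz2* against about 190 in Fig. 2 c, read by eye, 1.58 for *Itgam* against about 1.6, 4.86 for *Fcgr3* against about 4.9 and 0.158 for *Cebpa* against about 0.16. For *Il10* the means were 0.183 in CD11b- and 1.62 in M-B cells against about 0.24 and about 2.1 in Fig. 4 a, read by eye. The bars of Fig. 4 a cover both trials, while the 3 values of each group here lie by eye at the points of the second trial, so these means compare 1 trial with both. With this limit, and by the same rule, they differ without CD11b- replicate 1, where the mean is 0, and without CD11b+ replicate 1, where it is 1.14. These readings were taken after the values here were known.

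The paper states that 9 named myeloid genes were upregulated in CD11b+ against CD11b- B cells. All 9 had a higher mean here, 8 of them without overlap, and 7 passed when adjusted over the list alone, including *Itgam*. At an unadjusted p under 0.05 limma passed 7 of the 9, and adjusted over all genes it called 0. The paper tested the genes of Fig. 2 c one by one by t test and names no adjustment. The count over all genes therefore uses a stricter threshold than the paper's. Of the alternatives set before the data were examined, DESeq2 on the reads of the second table called 7 (*Adgre1*, *Lyz2*, *Csf1r*, *Ccr2*, *Ngp*, *Ly6g* and *Cd300e*), limma on its values 4 and edgeR on its reads 2. All libraries in one fit called 2, both other pseudocounts, the minimum FPKM of 1, the fit without immunoglobulin genes and the title block called 1, and leaving out CD11b+ replicate 3 called 3. Chosen after seeing the values, edgeR without a filter and DESeq2 on all genes called 7 and edgeR with its filter 2, so that they leave out 2, 2 and 7 of the paper's 9 genes. *Itgam* and *Cebpa* were called over all genes under no setting.

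The paper states that *Il10* was upregulated in M-B cells. Its mean was 8.86 times that in CD11b- B cells, without overlap, with an unadjusted p of 0.00831 by limma. Adjusted over all genes its p by limma was 0.460, and none of the 20 alternatives called it. This threshold is unlike the paper's, which tested the gene alone by t test in Fig. 4 a, where both trials are shown. The paper also rests on PCR, on IL-10 secretion in culture and on reporter mice.

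The paper states that gene sets for myeloid activation, migration, differentiation and function were enriched in CD11b+ B cells. The marker lists for the first 3 were called higher by camera, as were the ontology sets for granulocyte migration, myeloid leukocyte migration and myeloid leukocyte activation. The ontology set for myeloid cell differentiation was not (adjusted p = 0.786 by camera) and was past the threshold under 0 of 27 alternatives. The Reactome set for the innate immune system was not either (adjusted p = 0.933 by camera), under 0 of 27 alternatives. MSigDB's own sets and the GSEA program were not used here.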

Other observations

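The tests of PM RNA, of NK cells for *Tbx21*, and of other splits of the libraries for the genes called against PMs and for the myeloid lists were chosen only after the result was seen. The tests of library size and of background reads were not.

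CD11b+ replicates 2 and 3 had reads on more genes than the others, 27321 and 26919 against 21128 to 22882 in the CD11b- libraries. With all libraries thinned to 26174718 reads (mean of 10 draws), they still had 27321 and 25682 against at most 22118, so 2 of these 2 libraries stayed above every CD11b- library and library size is not the whole cause. Reads spread over the genome, such as reads from genomic DNA, would also fall on the olfactory and vomeronasal receptor genes of sensory neurons. On 1775 such genes, reads per 1000000 were 71.9 and 96.4 in CD11b+ replicates 2 and 3 and 52.6, 54.6 and 35.7 in the CD11b- libraries, so 2 of these 2 libraries were above every CD11b- library. CD11b+ replicate 1, with 67.3, was above them too. Background of this kind is a candidate explanation for the extra genes, and could add reads to genes near 0 in these libraries. A wider transcription in CD11b+ B cells was not tested.

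The monocyte and macrophage genes were low in CD11b+ B cells relative to PMs, and RNA carried over from PMs was tested as their source. It would bring all PM genes at a similar share. Among 37 genes with an FPKM of at least 100 in every PM library and under 0.5 on average in CD11b- B cells, the share of the PM level in CD11b+ B cells had a median of 0.295%, with a 10th percentile of 0.116% and a 90th of 1.92%. The SD of its log2 was 1.73, which is 3.12 times the largest SD of the log2 ratio between PM libraries (0.555) and 3.01 times that of PM libraries and counting error together (0.576). A single share of PM RNA therefore cannot be the whole source. The median share was 0.370%, 0.375% and 0.164% in the CD11b+ libraries and 0.0846%, 0.0873% and 0.117% in the CD11b- libraries, and 19 of the 37 genes were higher in every CD11b+ library than in every CD11b- library. In CD11b- B cells, and in CD11b+ B cells for genes such as *Alox15* and *Retnla*, levels near 0.1% of PMs may come from reads of the PM libraries, which was not tested further. Other genes were above this level in CD11b- B cells, with *Itgam* at 0.176% and *Siglec1* at 0.737%. RNA of BM monocytes or macrophages, which no library here represents, was not tested and stays open, as does expression of these genes in CD11b+ B cells. Only the real split of the 6 B cell libraries, 1 of 10, gave 5 myeloid lists in one direction, with at most 4 in the other 9. A count over 10 splits cannot fall under 0.1 and decides nothing here. By fry in limma the monocyte and macrophage list (adjusted p = 0.00293, from 5.22e-38 to 0.0693 over the alternatives), the neutrophil list (0.0233, from 6.11e-96 to 0.156) and the activation list (0.0233, from 3.73e-14 to 0.166) were past the threshold, and with an estimated correlation 0 of the 5 lists were. *S100a8*, *S100a9* and *Retnlg* of the neutrophil list and *Fcer1g* of the activation list were also called on their own. These values argue against chance for the 3 lists, while it stays open for the migration and differentiation lists. Fry does not compare a list with the other genes, as camera does.

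The paper states from quantitative PCR that M-B cells did not express *Tbx21*. Here its FPKM was 3.28, 3.46 and 3.24 in CD11b+ B cells and 1.14, 0.841 and 0.627 in CD11b- B cells, with 1 read over the PM libraries. The log2 fold change was 1.22 (standard error 0.24, adjusted p = 0.202 by limma), with adjusted p from 5.27e-05 (DESeq2 on all genes) to 0.656 over the alternatives, and 3 of 24 called it. *Tbx21* is also an NK cell gene. Of the 11 other genes of the NK cell list, 5 reached the minimum mean FPKM, and 0 of these 5 were higher in every CD11b+ library than in every CD11b- library. The highest, *Nkg7* and *Prf1*, had an FPKM of 2.68, 2.47 and 0.0310 and of 2.35, 2.20 and 0.593 in the CD11b+ libraries, and 2 of the 5 had a lower mean there than in CD11b- B cells. Cells of this type would bring these genes together with *Tbx21*, so the values argue against NK cells among the sorted cells as its whole source. A part from NK cells in CD11b+ replicates 1 and 2, where *Nkg7* and *Prf1* were above every CD11b- library, and expression in CD11b+ B cells stay open. Age-associated B cells, which the paper names as expressing *Tbx21*, had no library here.

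Other genes that the paper measured by flow cytometry or quantitative PCR gave these values. *Gata2* had a mean FPKM of 0.127 in CD11b+ and 0.0142 in CD11b- B cells (8 reads; log2 fold change 0.15, adjusted p = 0.727 by limma). *Tgfb1* had 7.71 and 8.88 (−0.16, adjusted p = 0.801). *Itgax*, which encodes CD11c, had 0.275 and 0.0239 (0.30, adjusted p = 0.681). *Cd5* had 0.530 and 0.364 (0.17, adjusted p = 0.727), *Ighd* 984 and 997 (−0.07, adjusted p = 0.941), *Itgb2* 53.6 and 56.1 (−0.06, adjusted p = 0.874), and the PCR reference *Actb* 465 and 395 (0.23, adjusted p = 0.727).

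Of the 15 genes called higher in CD11b+ than in CD11b- B cells, 6 (40%) were lower than in PMs, 5 of them called so, and 9 were higher, 8 of them called so. Both comparisons use the CD11b+ libraries, so genes picked as high there tend to be above PMs by chance. This was simulated 100 times, with the CD11b+ libraries given the means of the CD11b- libraries. A median of 6.67% (0 to 26.7%) of the picked genes were then lower than in PMs. The simulation picked genes by the largest difference and not by adjusted p, so it cannot say whether 40% is more than chance gives. In the real libraries 24.9% of all tested genes were lower in CD11b+ B cells than in PMs. Without CD11b+ replicate 3, 20 of 40 called genes were lower than in PMs, without CD11b- replicate 3, 3 of 7, and without any 1 of the other 4 libraries, 1. Only the real split of the CD11b+ and PM libraries, 1 of 10, gave as many called genes as the 6700 between these groups, and the other 9 gave 0. A count over 10 splits cannot fall under 0.1 and decides nothing here. The libraries of these groups did not overlap for 46.7% of the tested genes, against 10% by chance, and the lowest adjusted p by limma was 3.60e-07 (*Alox15*), which argues against chance.

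The genes with the largest decreases against PMs were low in both B cell groups. *Alox15*, *Retnla*, *Saa3*, *Prg4* and *Cxcl13* stood at 0.0864%, 0.0863%, 0.0736%, 0.0963% and 0.0800% of the PM mean in CD11b- B cells and at 0.105%, 0.108%, 0.140%, 0.120% and 0.125% in CD11b+ B cells.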
